# *Drosophila* models of phosphatidylinositol glycan biosynthesis class A congenital disorder of glycosylation (PIGA-CDG) mirror patient phenotypes

**DOI:** 10.1093/g3journal/jkad291

**Published:** 2023-12-20

**Authors:** Holly J Thorpe, Katie G Owings, Miriam C Aziz, Madelyn Haller, Emily Coelho, Clement Y Chow

**Keywords:** PIGA, GPI anchor, *Drosophila*, rare disease, epilepsy

## Abstract

Mutations in the phosphatidylinositol glycan biosynthesis class A (*PIGA*) gene cause a rare, X-linked recessive congenital disorder of glycosylation. Phosphatidylinositol glycan biosynthesis class A congenital disorder of glycosylation (PIGA-CDG) is characterized by seizures, intellectual and developmental delay, and congenital malformations. The *PIGA* gene encodes an enzyme involved in the first step of glycosylphosphatidylinositol (GPI) anchor biosynthesis. There are over 100 GPI-anchored proteins that attach to the cell surface and are involved in cell signaling, immunity, and adhesion. Little is known about the pathophysiology of PIGA-CDG. Here, we describe the first *Drosophila* model of PIGA-CDG and demonstrate that loss of *PIG-A* function in *Drosophila* accurately models the human disease. As expected, complete loss of *PIG-A* function is larval lethal. Heterozygous null animals appear healthy but, when challenged, have a seizure phenotype similar to what is observed in patients. To identify the cell-type specific contributions to disease, we generated neuron- and glia-specific knockdown of *PIG-A*. Neuron-specific knockdown resulted in reduced lifespan and a number of neurological phenotypes but no seizure phenotype. Glia-knockdown also reduced lifespan and, notably, resulted in a very strong seizure phenotype. RNA sequencing analyses demonstrated that there are fundamentally different molecular processes that are disrupted when *PIG-A* function is eliminated in different cell types. In particular, loss of *PIG-A* in neurons resulted in upregulation of glycolysis, but loss of *PIG-A* in glia resulted in upregulation of protein translation machinery. Here, we demonstrate that *Drosophila* is a good model of PIGA-CDG and provide new data resources for future study of PIGA-CDG and other GPI anchor disorders.

## Introduction

Phosphatidylinositol glycan biosynthesis class A congenital disorder of glycosylation (PIGA-CDG) is an ultrarare, X-linked recessive disorder caused by partial loss of function mutations in the *PIGA* gene (Johnston *et al.* 2012; Kato *et al.* 2014; van der Crabben *et al.* 2014; Bayat *et al.* 2020). Patients with PIGA-CDG display a range of symptoms affecting many systems including neurological abnormalities, muscular abnormalities, and skeletal abnormalities, with most patients presenting with seizures, hypotonia, and neurodevelopmental delay (Bayat *et al.* 2020). There are fewer than 100 reported patients with PIGA-CDG with ∼40 different mutations (Bayat *et al.* 2020). The underlying mechanisms of PIGA-CDG are not understood, and current treatment options are limited. Most treatments for CDGs focus on alleviating symptoms, rather than correcting the cause of the disorder.

Glycosylphosphatidylinositol (GPI) anchor synthesis is a highly conserved pathway involving over 30 proteins which builds a sugar chain on a phosphatidylinositol molecule in a stepwise manner. The *PIGA* gene encodes phosphatidylinositol glycan biosynthesis class A, the catalytic enzyme involved in the first step GPI anchor synthesis (Miyata *et al.* 1993; Watanabe *et al.* 1998; Kinoshita and Inoue 2000). The first steps of GPI anchor biosynthesis occur on the cytoplasmic side of the endoplasmic reticulum (ER). In the first step, PIGA transfers an N-acetylglucosamine (GlcNAc) from uridine 5′-diphospho N-acetylglucosamine (UDP-GlcNAc) to an existing phosphatidylinositol (PI) within the ER membrane, generating the first intermediate of GPI anchor synthesis, N-acetylglucosaminyl phosphatidylinositol (GlcNAc-PI) (Orlean and Menon 2007; Kinoshita *et al.* 2008).

GPI anchors attach over 100 proteins to the surface of the cell that are involved in many functions including cell signaling, immunity, and adhesion. Loss of PIGA function leads to decreased surface expression of GPI-anchored proteins (Lukacs *et al.* 2020; Liu *et al.* 2021). Typical PIGA-CDG patients display 5–15% of normal GPI-anchored proteins on the cell surface (Bayat *et al.* 2020). GPI-anchored protein precursors have a C-terminal signal sequence that is normally cleaved when the protein is attached to the anchor (Kinoshita 2020). If GPI anchor synthesis is inhibited before addition of the first mannose to the anchor (such as in PIGA-CDG), the C-terminal sequence is not cleaved from the protein, and the protein is recognized as a misfolded protein and sent to be degraded by the proteasome (Kinoshita 2020). It is unclear if the symptoms observed in PIGA-CDG are due to cellular stress caused by the misfolded proteins or if they are due to loss of specific GPI-anchored proteins, although it is likely due to a combination of both factors.

There are only a handful of *PIGA* cellular or animal model studies. Cultured mouse and human cells with *PIGA* null mutations are viable but show decreased abundance of GPI-anchored proteins on the surface of the cell (Lukacs *et al.* 2020; Liu *et al.* 2021). While cell culture systems are useful for investigating the cellular effects of loss of *PIGA*, many effects are missed in cell models because there are many cell-type specific GPI-anchored proteins. Mouse models have also been used to investigate PIGA-CDG (Kawagoe *et al.* 1996; Lukacs *et al.* 2019, 2020; Kandasamy *et al.* 2021; Jangid *et al.* 2022). Global knockout of *Piga* in mice is embryonic lethal (Kawagoe *et al.* 1996). Conditional knockout of *Piga* in the mouse central nervous system results in ataxia and degenerative tremors (Lukacs *et al.* 2020). To date, no *Drosophila* models have been reported.

Here, we generated *Drosophila* models to investigate the pathophysiology of phenotypes observed in PIGA-CDG. *PIG-A* is the single, well-conserved *Drosophila* ortholog of human *PIGA* (FlyBase; DIOPT v9.1 Score: 14/14) (Gramates *et al.* 2022). Homozygous *PIG-A* null alleles result in larval lethality, but the heterozygotes are viable and have a seizure phenotype similar to what is observed in patients. Cell-specific knockdowns (KD) in glia and neurons lead to distinct neurological phenotypes. KD in the neurons causes neuromuscular defects while KD in glia results in seizures. Transcriptome analyses on these different models showed distinct transcriptomic signatures when PIGA function is reduced in different cell types. Together, this is the first report of a *Drosophila* model of PIGA-CDG and will be a rich resource for future studies on the pathogenesis of this understudied rare disorder.

## Materials and methods

### *Drosophila melanogaster* fly stocks

All stocks were maintained under standard laboratory conditions on agar–dextrose–yeast medium at 25°C on a 12 h light/dark cycle. Male flies were used in all experiments because initial pilot experiments with both sexes did not detect any significant sex differences. The following strains are from Bloomington *Drosophila* Stock Center: *PIG-A* RNAi (62696), tub-GAL4 (5138), repo-GAL4 (7415), and elav-GAL4 (46655). The corresponding attP40 control strain was used as our wild-type control. The *PIG-A* null allele (*PIG-A^−/−^* and *PIG-A^+/^*^−^) was generated as a *PIG-A* Kozak-miniGAL4 allele (Kanca *et al.* 2019) using the sgRNAs TATGTGGTATGTCAAATTACTGG and TTGGCTAGTTGATGGAAGAATGG.

### Quantitative PCR

Total RNA was extracted from tubulin-GAL4 > PIG-A RNAi (Bloomington *Drosophila* Stock Center: 62696) and control 3rd instar larvae using TRIzol Reagent (ThermoFisher Cat #15596026) followed by Direct-zol RNA MiniPrep with DNAse step (Zymo Research R2051). Each biological replicate contained 15–20 larvae. One microgram of RNA was used to synthesize cDNA using the ProtoScript II First Strand cDNA Synthesis Kit (NEB Cat #E6560L). Fifty nanogram of cDNA was used to perform quantitative PCR (qPCR) with PowerUp SYBR Green Master Mix (ThermoFisher Cat #A25741). All protocols were followed according to the manufacturer's instructions. qPCR was run on a QuantStudio 3. Fold change of gene expression was calculated using the Delta-Delta Ct method. Primers used are from FlyPrimerBank (Primer ID #PP29152).

### Phenotypic analyses

#### Larval tracking

Larval size and survival was tracked using timed egg lays. Heterozygous *PIG-A^+/^*^−^ flies were mated and allowed to lay for 8 h. Hours post egg lay were calculated from the time mated females were removed, at the end of the 8 h egg lay period. Homozygous null *PIG-A^−/^*^−^ larvae can be distinguished from heterozygous *PIG-A^+/^*^−^ larvae by the presence of a balancer chromosome (BDSC 9325) that carries an actin-GFP marker in the heterozygous larvae. Larvae were genotyped and sorted by the presence of the GFP marker. Larvae were imaged at 2.5× magnification using a Leica EC3 camera. Larval size was quantified using ImageJ as previously described (Hope *et al.* 2022). All larval measurements were performed with at least 20 larvae per genotype.

#### Lifespan

Lifespan was monitored daily. Ten flies were placed in each vial. All flies were kept at 25°C and maintained on a 12:12 light dark cycle (lights on at 7 AM). Flies were monitored for death once a day until all flies were dead. Survival analysis was performed using default settings in the Survival package in R (R version 4.2.0; survival package version 3.3-1; running under Windows 10 x64). All lifespan experiments were performed with at least 125 flies per genotype.

#### Climbing

Flies were maintained under standard conditions for at least 1 day after CO_2_ collection. All flies that were tested were 3–5 days of age. Ten flies were placed in empty vials and allowed to rest for 10 min. Vials were tapped to drop all flies to the bottom and flies were given 20 s to climb. At the end of 20 s, flies were counted in the bottom, middle, and top third of the vials. Proportion was calculated based on number of flies in each section of the vial and total flies in vial. All climbing experiments were performed with at least 50 flies per genotype.

#### Bang sensitivity

Flies were maintained under standard conditions for at least 1 day after CO_2_ collection. All flies that were tested were 3–5 days of age. Ten flies were placed in empty vials and allowed to rest for 10 min. Vials were vortexed at full speed for 10 s and seizure recovery was observed. Flies were considered to be seizing until they were walking around. All bang sensitivity experiments were performed with at least 100 flies per genotype.

### RNA sequencing

mRNA sequencing was performed on total RNA from 10 heads of male control or knockdown 3-day-old flies. Neuron- and glial-specific knockdown had their own controls. All groups were sequenced in triplicate, for a total of 12 samples.

RNA was extracted using a Direct-zol RNA MiniPrep (Zymo Research R2061) using TRIzol Reagent (ThermoFisher Cat #15596026) and including the DNAse step. Samples were prepared and sequenced by the Huntsman Cancer Institute High-Throughput Genomics Core. Samples were sequenced on the NovaSeq 50 × 50 bp Sequencing, for ∼25 million paired reads per sample. Fastq files were trimmed using seqtk v1.2 software (for Fastq and processed files, see GEO repository: GSE241512). RNA sequencing (RNAseq) reads were aligned to the *Drosophila melanogaster* reference genome (assembly BDGP Release 6) using Bowtie2 v2.2.9 software (Langmead and Salzberg 2012), and alignment files were sorted and converted using SAMtools v1.12 (Li *et al.* 2009). Read counts were normalized using the default normalization method in DESeq2 (Love *et al.* 2014) package in R. Differential gene expression was assessed using linear models in the DESeq2 package. Genes were considered significantly differentially expressed if the adjusted *P*-value ≤ 0.05 and the fold change magnitude was ≥1.5 (Log2 fold change ≥0.585 or ≤−0.585). Gene Ontology (GO) analyses (Ashburner *et al.* 2000; Gene Ontology *et al*. 2023) were performed using standard tools at www.geneontology.org.

## Results

### Complete loss of *PIG-A* is lethal

We obtained a null allele of *PIG-A*, wherein the coding sequence is replaced by a GAL4 cassette (Kanca *et al.* 2019). Homozygous *PIG-A^−/−^* adult flies are never observed. To determine when the *PIG-A^−/−^* larvae die, we tracked their growth during larval development (Fig. 1a). *PIG-A^−/−^* are indistinguishable from heterozygous controls in the 3rd instar larval stage, up to 96 h after egg laying. Beginning around this time, *PIG-A^−/−^* larval growth slows and is significantly smaller than heterozygous controls. *PIG-A^−/−^* larvae never progress to pupation and languish as 3rd instar, while heterozygous control larvae pupate and eclose as adults.

**Fig. 1.**
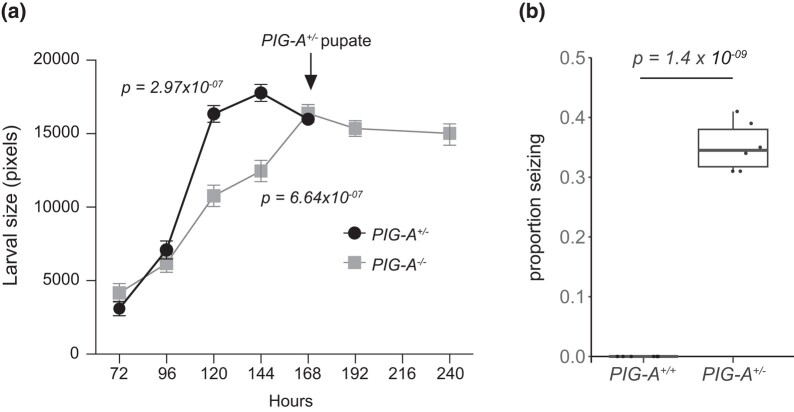
*PIG-A* null phenotypes. a) *PIG-A^−/−^* larvae are smaller than *PIG-A^+/−^* control larvae and they fail to eclose. b) ∼35% of *PIG-A^+/−^* flies display seizures upon bang-sensitive testing. Each point represents a single experiment with at least 30 flies. Wild-type flies do not have seizures.

We also evaluated ubiquitous knockdown of *PIG-A* using a tubulin-GAL4 driver to express a UAS-RNAi. We also never observed adult knockdown flies. Unlike the null flies, the ubiquitous KD pupae are indistinguishable from wild-type controls and do not die during development. Despite this, the ubiquitous KD animals still all die during pupation. The slight difference in survival and development suggests that the RNAi knockdown is not a complete knockdown, and some residual expression remains. In line with this, qRT-PCR of *PIG-A* transcript in ubiquitous KD larvae indicate that there is significant reduction in expression, with ∼39% residual transcript (39.6 ± 5.9; *P* < 0.0001) (Supplementary Fig. 1).

### Haploinsufficiency of *PIG-A* results in seizures

*PIG-A ^+/−^* flies develop normally and eclose as adults at the expected Mendelian ratio. However, we reasoned that these heterozygous null flies are more similar to PIGA-CDG patients than the homozygous nulls. Because PIGA is X-linked in humans, all reported PIGA-CDG patients carry a single partial loss-of-function mutation, resulting in 50% or less activity (Johnston *et al.* 2012; Bayat *et al.* 2020). To evaluate if the *PIG-A^+/−^* flies could model patient phenotypes and have neurological deficits, we first tested them for climbing ability, a general measure of nervous system function. The standard protocol for evaluating climbing ability entails tapping the flies to the bottom of the vial and measuring how long it takes to climb to the top. Upon tapping down these flies, we noticed that a subset would display seizure-like behavior, preventing any meaningful climbing assessment. To formally test if *PIG-A^+/−^* flies have seizures, we performed the bang-sensitive assay, a commonly used measure of seizure susceptibility in flies. We found that on average, 35% of *PIG-A^+/−^* flies have seizure activity following bang-sensitive testing, compared with zero seizures in the WT flies (0.35 ± 0.04; *P* = 1.4 × 10^−9^) (Fig. 1b, Supplementary Videos 1 and 2). This suggests that the heterozygous null flies may model some of the prominent patient phenotypes.

### Cell-type specific knockdown of *PIG-A*

Because most of the prominent phenotypes associated with PIGA-CDG are neurological (Bayat *et al.* 2020) and to begin to uncover the cellular origins of the phenotypes, we performed neuron- or glial-specific knockdown of *PIG-A* to model neurological phenotypes observed in patients. To generate neuron-specific knockdown of PIGA, we used the pan-neuronal driver, elav-GAL4, to drive *PIG-A* RNAi (same as described above) in all neurons. Neuron-specific knockdown flies eclosed at expected Mendelian ratio but have a shorter lifespan than control flies (*P* < 2.0 × 10^−16^) (Fig. 2a). Fifty percent of neuron-specific knockdown flies are dead by 40 days post eclosion, while more than 90% of control flies are still living. Neuron-specific knockdown flies display a climbing defect where nearly 100% of flies fail to climb to the top of vial in 20 s (Fig. 2b). Control flies easily climb to the top in the same time interval (*P* < 1.3 × 10^−3^). Neuron-specific knockdown flies also display a degenerative erect wing phenotype (Fig. 2c). They eclose with normal wing posture, but over 5 days, all the flies develop an erect wing phenotype. Control flies do not display a wing phenotype over this same period (*P* < 3.0 × 10^−3^). Strikingly, neuron-specific knockdown flies do not show a seizure phenotype upon treatment with a bang-sensitive protocol.

**Fig. 2.**
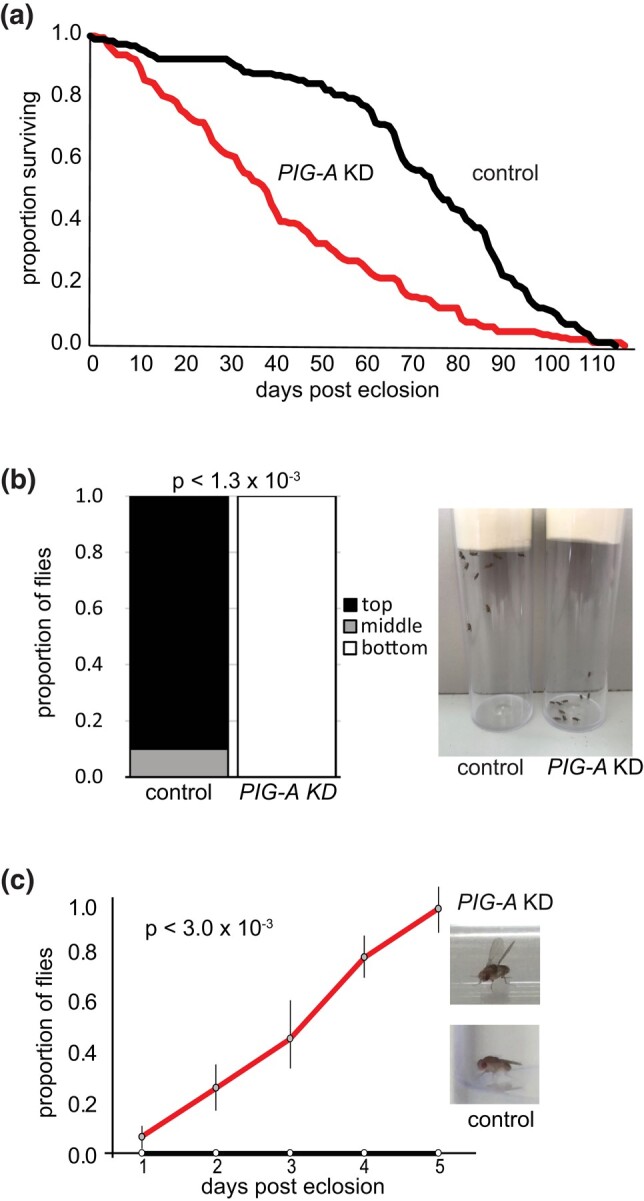
Phenotypes associated with neuron-specific knockdown of *PIG-A*. Flies with neuron-specific knockdown of *PIG-A* a) have reduced lifespan compared with control wild-type flies (knockdown *N* = 197; control *N* = 193), b) fail to climb (knockdown *N* = 50; control *N* = 53), and c) develop a degenerative erect wing phenotype (knockdown *N* = 30; control *N* = 30). control = wild-type (*elav > AttP40*); *PIG-A* KD = neuron-specific knockdown (*elav > PIG-A RNAi*).

To generate glial-specific knockdown of *PIG-A*, we used the pan-glial driver, repo-GAL4, to drive *PIG-A* RNAi in all glia. Glia-specific knockdown flies also eclosed at an expected Mendelian ratio but have a shorter life span than control flies. Fifty percent of glia-specific knockdown flies are dead at 60 days post eclosion, while nearly 80% of control flies are living (*P* < 2.0 × 10^−16^) (Fig. 3a). Glia-specific knockdown flies have a slower rate of death than neuron-specific knockdown flies. Glia-specific knockdown flies have a severe seizure phenotype upon bang sensitivity testing (Fig. 3b, Supplementary Videos 3 and 4). Seventy percent of glia-specific knockdown flies display a very severe seizure phenotype where the flies completely pass out for nearly a minute before recovery. Fewer than 1% of control flies show a seizure phenotype with the same testing. This is likely an underestimate of the proportion of flies that seize because it appears that seizures can easily be elicited in glia-specific knockdown flies. We often observe flies that have passed out in a vial that has not been subject to bang-sensitive testing. We also observe flies that pass out when someone walks by the vials. Thus, the 70% seizure rate is an underestimation because at any time, some of the flies are likely in a refractory period after a nonelicited seizure. Because of this severe seizure phenotype, we were unable to assay movement-related deficits. Finally, ∼60% of glia-specific knockdown flies have a wrinkled, partially inflated wing phenotype, compared with normal wings in 100% of control flies (Fig. 3c and d). The remaining ∼40% of glia-specific knockdown flies have wild-type normal-appearing wings.

**Fig. 3.**
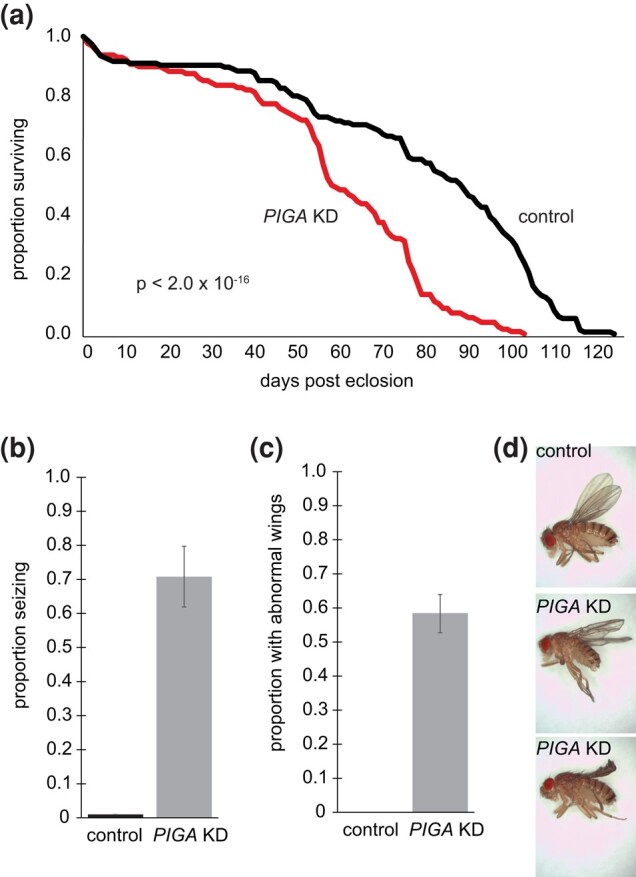
Phenotypes associated with glia-specific knockdown of *PIG-A*. a) Flies with glia-specific knockdown of *PIG-A* have reduced lifespan compared with control wild-type flies (knockdown *N* = 125; control *N* = 153). b) Nearly 70% of glia-specific knockdown flies have seizures (knockdown *N* = 100; control *N* = 102), and c) nearly 60% have abnormal, crumpled wings (knockdown *N* = 30; control *N* = 30). d) Examples of crumpled wings in glia-specific knockdown flies compared with control wild-type flies. control = wild-type (*repo > AttP40*); *PIG-A* KD = glia-specific knockdown (*repo > PIG-A RNAi*).

### Transcriptomic data

To determine how loss of *PIG-A* in neurons vs glia affects gene expression in the brain, we performed RNAseq analyses on whole heads. 

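RNA was measured in 4 groups of heads with 3 libraries each. *PIG-A* was knocked down with an RNAi line in neurons by elav-GAL4 or in glia by repo-GAL4, and each driver had its own control flies, in which the driver was crossed to the empty AttP40 site. The methods give 10 heads of 3-day-old flies per library, while the sample labels give 5 to 10 heads of flies aged 3 to 5 days. The authors trimmed the reads with seqtk, aligned them to BDGP Release 6 with Bowtie2 and deposited the number of reads counted on each FlyBase gene, without normalization. The paper's text names neither the counting tool nor whether counting used the strand, so reads of genes with overlapping exons could have been shared, and such overlaps are given beside the genes concerned. Between 20694850 and 31893782 reads were counted per library. The median was 27657529 in the neuron controls, 29535153 in the neuron-specific knockdown, 26574295 in the glia controls and 27620010 in the glia-specific knockdown. A floor of 3 counts corresponds to 0.0941 to 0.145 CPM in these libraries, and it covers counting error only. Pairs of replicates differed by more than the sampling noise, with a chi-square per gene of 7.82 to 278, where sampling alone gives 1. Knockdown and control heads were compared within each driver by edgeR's quasi-likelihood test on 6 libraries, after TMM normalization and edgeR's filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called up- or downregulated at an adjusted p of at most 0.05 and a change of at least 1.5-fold, as in Fig. 4. DESeq2, the authors' tool, was run beside it at the same thresholds. Levels are given as CPM after TMM scaling, with the mean ± SD of 3 libraries. GO terms were not used here, and fixed lists of genes took their place, chosen before the data were examined but after reading the paper, which picked these pathways from the same libraries. Each list was tested with limma's camera at an inter-gene correlation of 0.01, with p-values adjusted over the 13 lists that could be tested. Of the 7 lists called by camera in the neuron-specific knockdown, 0 were called by fry, and of the 4 called in the glia-specific knockdown, 3 were. With the inter-gene correlation estimated from the data, camera called 0 of these lists in either driver. Counts adjusted over the list alone take only the members of a list as the tests to correct for, and since the study chose its pathways on these samples they are not independent evidence.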

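*PIG-A* (FBgn0034270) lies on chromosome 2R from 17737622 to 17739685 of BDGP Release 6, and its exons overlap those of 0 other genes. In the neuron controls its level was 3.71, 5.17 and 3.58 CPM, against 2.98, 2.52 and 3.00 in the neuron-specific knockdown. The mean fell from 4.15 ± 0.881 to 2.83 ± 0.271, a log2 fold change of −0.55 (standard error 0.20, edgeR adjusted p = 0.284). Each neuron knockdown library lay below each control, an order that chance gives in 10% of genes, counting both directions. In the glia controls the level was 4.91, 4.85 and 4.9 CPM, and in the glia-specific knockdown it was 4.03, 4.9 and 5.33. The log2 fold change in glia was −0.04 (standard error 0.16, edgeR adjusted p = 0.906), and it ranged from −0.13 to 0.07 when each library was left out in turn. A reduction limited to glia was not detectable in RNA of whole heads at this depth, so *PIG-A* itself does not check the labels of the glia libraries. The gene mthl8 was counted in each of the 6 control libraries and had 0 counts in each of the 6 knockdown libraries.

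**Figure D1:**
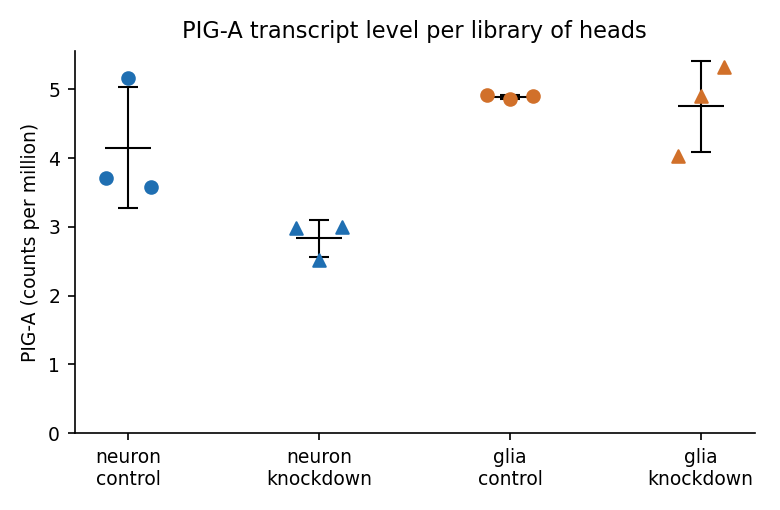
PIG-A transcript level in CPM (y axis) for each of the 12 libraries, grouped by driver and genotype (x axis), with points for libraries and a line and error bar for the mean ± SD of 3. The neuron knockdown libraries lie below the neuron controls, while the glia groups overlap.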

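Of 9983 genes tested in the neuron-specific knockdown, 8 were upregulated and 8 downregulated by edgeR's quasi-likelihood test. At an unadjusted p under 0.05 there were 1442 genes, of which 798 were higher in the knockdown. The tool moved these counts most, since DESeq2 called 177 genes upregulated and 102 downregulated, among them each of the 8 and 8 genes called by edgeR. Single libraries also mattered: without knockdown replicate 2 edgeR called 127 and 72 genes, and without knockdown replicate 3 it called 74 and 45. The 4 other fits that left out one library called 1 to 9 genes upregulated and 0 to 7 downregulated. The largest increase was in CG8757 (FBgn0036380, chromosome 3L from 13840197 to 13842240), whose exons overlap the antisense gene asRNA:CR46266. It rose from 0.137 ± 0.112 to 3.74 ± 0.203 CPM, a log2 fold change of 4.64 (standard error 0.40, edgeR adjusted p = 0.00981). CG11426 (FBgn0037166, chromosome 3L from 22470556 to 22473509) rose from 22.2 ± 3.03 to 143 ± 50.8 CPM, a log2 fold change of 2.69 (standard error 0.25, edgeR adjusted p = 0.0111). Among the downregulated genes, CG4757 (FBgn0027584, chromosome 3R from 11161207 to 11163498) fell from 78.1 ± 5.43 to 20.6 ± 5.02 CPM, a log2 fold change of −1.92 (standard error 0.18, edgeR adjusted p = 0.011). CG31220 (FBgn0051220, chromosome 3R from 19648487 to 19650586) fell from 1.56 ± 0.362 to 0.203 ± 0.0478 CPM, a log2 fold change of −2.91 (standard error 0.34, edgeR adjusted p = 0.0343), and an annotated transposon overlaps its exons. All calls named for the neuron-specific knockdown except that of CG12947 (highest adjusted p 0.00518) were lost in at least 1 of the 6 edgeR fits that each left out one library.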

Neuron-specific knockdown heads showed a modest change in expression with 191 genes upregulated and 104 genes downregulated compared with control heads (Fig. 4a; Supplementary Table 1). Glia-specific knockdown heads showed a more substantial change in expression with 493 genes upregulated and 257 genes downregulated compared with control heads (Fig. 4b; Supplementary Table 1).

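Of 9951 genes tested in the glia-specific knockdown, edgeR called 266 upregulated and 92 downregulated, and 2216 genes had an unadjusted p under 0.05. DESeq2 called 467 upregulated and 230 downregulated genes, which included 264 of edgeR's 266 and each of its 92. The counts depended on single libraries. Without control replicate 1, 2 genes were upregulated and 1 downregulated. Without knockdown replicates 1, 2 and 3 in turn, 54, 13 and 4 genes were upregulated and 8, 3 and 3 downregulated. Without control replicate 2 the counts were 395 and 100, and without control replicate 3 they were 411 and 265. CG31380 (FBgn0051380, chromosome 3R from 25787997 to 25789455) had at most 1 count in each glia control and 2.28 ± 0.515 CPM in the knockdown, at least 20.3-fold higher (edgeR adjusted p = 0.00718). Ugt37A3 (FBgn0038083, chromosome 3R from 12741958 to 12743680) rose from 0.139 ± 0.0417 to 5.44 ± 2.31 CPM, a log2 fold change of 5.26 (standard error 0.44, edgeR adjusted p = 0.00718). The 45S precursor gene pre-rRNA:CR45845 (FBgn0267505), a repeated rDNA unit whose reads cannot be assigned to one copy, was at least 8.41-fold higher (edgeR adjusted p = 0.0143). The cuticle gene Cpr64Ac (FBgn0035512) had a log2 fold change of 3.62 (standard error 0.48, edgeR adjusted p = 0.0162), and atk (FBgn0036995), which overlaps the exons of CG42764 and Uhg8, one of 3.61 (standard error 0.49, edgeR adjusted p = 0.0166). The largest decreases below that of mthl8 were in Cpr49Ag (FBgn0033730, log2 fold change −3.98, edgeR adjusted p = 0.0227), CG13059 (FBgn0036607, −3.80, edgeR adjusted p = 0.0359), CG44250 (FBgn0265185, −3.66, edgeR adjusted p = 0.0241) and CG6026 (FBgn0038676, −3.36, edgeR adjusted p = 0.0306). The exons of CG44250 overlap those of CG44251. Each edgeR call named for the glia-specific knockdown was lost in at least 1 of the 6 fits that left out one library. Cpr49Ag stood at 47.8 CPM in control replicate 3, and without that library its log2 fold change was −3.02.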

**Fig. 4.**
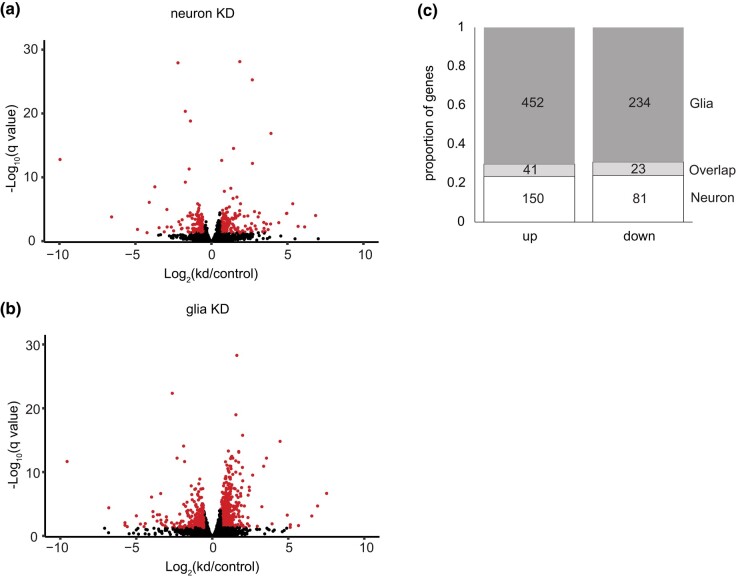
RNAseq results for neuron- and glia-specific knockdown of *PIG-A*. Volcano plots of a) neuron- and b) glia-specific knockdown of *PIG-A*. Red indicates transcripts that are ≥1.5X up- or downregulated with *q* value ≤ 0.05. c) Proportion of genes that are uniquely or commonly up- and downregulated in neuron- and glia-specific knockdown of *PIG-A*.

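Of the 8 genes that edgeR called upregulated in the neuron-specific knockdown, 0 belonged to the list of 18 glycolysis genes taken from Fig. 6, although 12 of the 17 members tested had an unadjusted p under 0.05. Adjusted over the list alone, 9 members were called upregulated. DESeq2 called 8 members upregulated, an odds ratio of 54.2 against all other genes tested (Fisher's exact test, two-sided, p = 1.21e-10, 1 of 16 lists examined). The count of 9 fell to 1 without control replicate 2 and rose to 12 without knockdown replicate 2.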

GO analyses of genes upregulated (≥1.5X; *P*_adj_ < 0.05) in the neuron-specific knockdown (Fig. 5a; Supplementary Table 2) showed a very strong enrichment for categories involved in glucose metabolism and glycolysis. For example, some of the most enriched categories include monosaccharide biosynthetic process (GO: 0046364; fold enrichment: 35.3; *P* < 3.08 × 10^−4^), glucose 6-phosphate metabolic process (GO: 0051156; fold enrichment: 29.9; *P* < 5.09 × 10^−4^), glucose metabolic process (GO: 0006006; fold enrichment: 23.0; *P* < 5.70 × 10^−6^), glycolytic process (GO: 0006096; fold enrichment: 18.6; *P* < 4.89 × 10^−4^), and hexose metabolic process (GO: 0019318; fold enrichment: 18.6; *P* < 1.27 × 10^−7^). This suggests that there is a substantial increase in glycolysis in brains when PIGA function is eliminated in neurons. In fact, nearly all components of the glycolysis pathway are consistently 1.5–2.0-fold upregulated (Fig. 6). 

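Across the 17 glycolysis genes tested, the median log2 fold change in the neuron-specific knockdown was 0.59, and 16 of the 17 were higher than in controls (limma camera adjusted p = 8.06e-09; fry adjusted p = 0.219). Single genes ranged from −0.03 to 1.03. Ldh (FBgn0001258, chromosome 3L from 6259105 to 6262694) rose from 9.21 ± 1.05 to 18.9 ± 3.64 CPM (log2 fold change 1.03, standard error 0.17, edgeR adjusted p = 0.0901). Gapdh1 (FBgn0001091, chromosome 2R from 7791901 to 7793380) rose from 516 ± 13.1 to 1035 ± 429 CPM (log2 fold change 1.00, standard error 0.27, edgeR adjusted p = 0.197). Hex-C (FBgn0001187) rose from 91.1 ± 11.3 to 163 ± 46.1 CPM (log2 fold change 0.84, standard error 0.21, edgeR adjusted p = 0.187), whereas Hex-A (FBgn0001186) had a log2 fold change of 0.18 (standard error 0.12, edgeR adjusted p = 0.552). The log2 fold change was 0.79 for fbp, 0.74 for Pgm1, 0.62 for Pglym78, 0.62 for Pgk, 0.62 for Pgi, 0.59 for Tpi, 0.55 for Gapdh2, 0.53 for Eno and 0.48 for Ald1, with edgeR adjusted p-values from 0.159 to 0.266. Exons of Pgm1, Pglym78, Pgk, Eno and Ald1 overlap those of genes on the opposite strand. Pfk (0.38) and PyK (0.30) rose less, and G6P (0.01) and Pfrx (−0.03), both of which overlap other genes, changed sign when single libraries were left out. Ald2 was counted at 0.0241 CPM in controls and was not tested. The median of the list was 0.42 without knockdown replicate 3 and 0.72 without knockdown replicate 2, the ends of its range, and the fry adjusted p was 0.0203 without knockdown replicate 2.

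**Figure D2:**
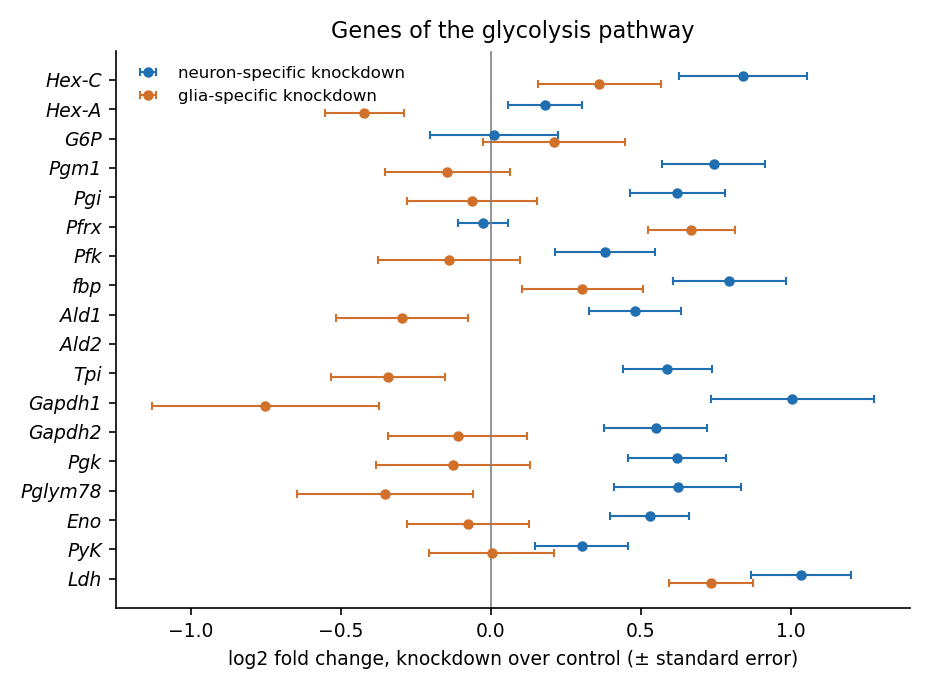
Log2 fold change of knockdown over control with its standard error (x axis) for each glycolysis gene tested (y axis) in the neuron-specific and glia-specific knockdown. Of the 17 genes, 16 lie above 0 in the neuron-specific knockdown and 6 in the glia-specific knockdown, where control replicate 3 decides the sign of the median.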

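A list of 28 genes of amino acid metabolism, including those for serine, glycine and arginine, had a median log2 fold change of 0.43 in the neuron-specific knockdown, with 24 of the 27 members tested higher than in controls (limma camera adjusted p = 8.2e-06; fry adjusted p = 0.241). Over all genes tested, edgeR called 0 of them, with 11 at an unadjusted p under 0.05, and adjusted over the list alone it called 5. DESeq2 called 7 members upregulated (odds ratio 21.2, Fisher's exact test, two-sided, p = 2.32e-07). The median was 0.24 without knockdown replicate 1. Leaving out any one of the controls brought the count adjusted over the list alone from 5 to 0, and leaving out knockdown replicate 2 or 3 raised it to 10 or 11.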

We also observed enrichment for several categories involved in amino acid metabolism, including serine family amino acid metabolic process (GO: 0009069; fold enrichment: 25.9; *P* < 7.74 × 10^−4^), alpha-amino acid catabolic process (GO: 1901606; fold enrichment: 13.2; *P* < 3.14 × 10^−5^), and many others. Products of amino acid catabolism are often used in glycolysis. Despite this overwhelming increase in glycolysis-related gene expression, only 2 components of the TCA cycle are upregulated, suggesting that this increase in glycolysis is not related to changes in energy metabolism.

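The 17 genes of the TCA cycle that were listed had a median log2 fold change of 0.31 in the neuron-specific knockdown, with 16 of 17 higher than in controls (limma camera adjusted p = 0.000177; fry adjusted p = 0.325). The largest increase among them was 0.57, below the threshold of 1.5-fold, and edgeR and DESeq2 called 0 of them. At an unadjusted p under 0.05 there were 3, and adjusted over the list alone 0, or 1 without knockdown replicate 2. Without knockdown replicate 3 the median fell to 0.10 (limma camera adjusted p = 0.0045; fry adjusted p = 0.0177). From the rise of glycolysis genes beside so few changes in the TCA cycle, the paper proposes that the increase in glycolysis is not tied to energy metabolism.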

**Fig. 5.**
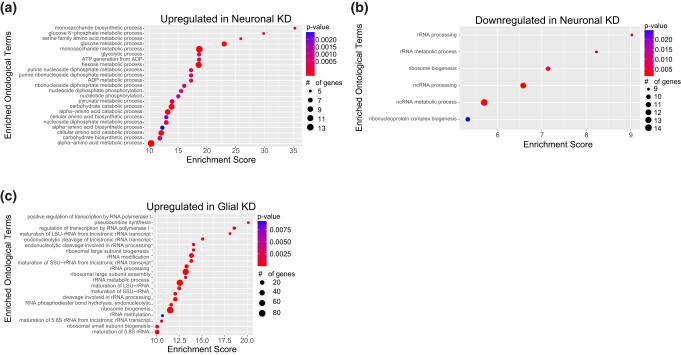
GO analyses of differentially expressed genes. Enriched GO terms for genes a) upregulated and b) downregulated in neuron-specific knockdown of PIG-A and c) upregulated in glia-specific knockdown. There was no enrichment in genes downregulated in glia-specific knockdown. KD, knockdown.

**Fig. 6.**
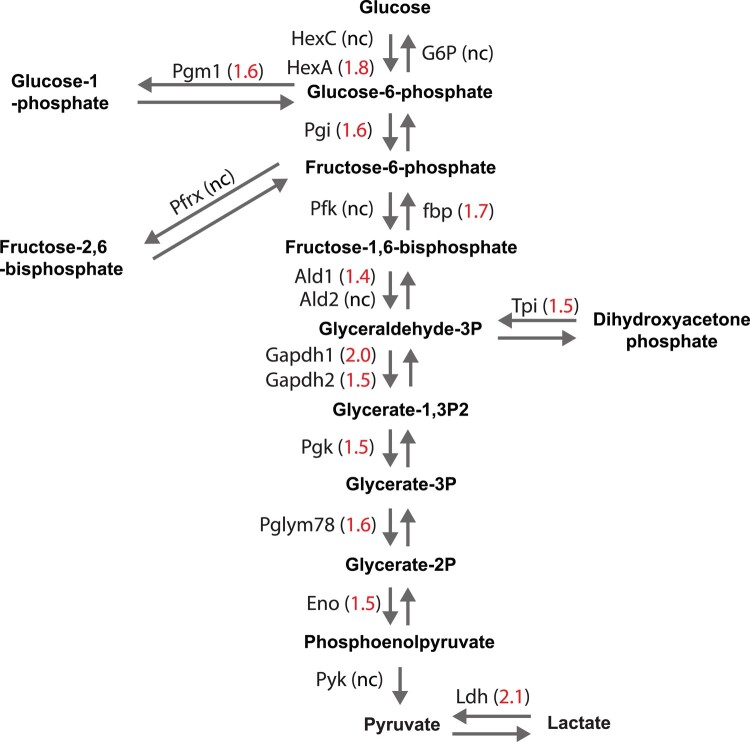
The glycolysis pathway is upregulated in neuron-specific knockdown of *PIG-A*. Nearly all the components of the glycolysis pathway are upregulated in neuron-specific knockdown of *PIG-A*. Numbers indicate fold change. nc, not changed.

GO analyses of genes downregulated (≤−1.5-fold; *P*_adj_ < 0.05) in the neuron-specific knockdown (Fig. 5b; Supplementary Table 2) showed enrichment for genes involved in ribosome biogenesis: rRNA processing (GO: 0006364; fold enrichment: 9.0; *P* < 2.58 × 10^−3^), ribosome biogenesis (GO: 0042254; fold enrichment: 7.14; *P* < 3.61 × 10^−3^), ncRNA processing (GO: 0034470; fold enrichment: 6.58; *P* < 1.45 × 10^−4^), ribonucleoprotein complex biogenesis (GO: 0022613; fold enrichment: 5.33; *P* < 2.45 × 10^−2^), and other related functions. However, these genes encode mostly nucleolar proteins and most canonical ribosome biogenesis genes are unchanged. 

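In the neuron-specific knockdown, the 50 listed genes of ribosome biogenesis had a median log2 fold change of −0.37, and 49 of the 50 were lower than in controls (limma camera adjusted p = 4.73e-16; fry adjusted p = 0.241). Their changes were small, from −0.72 to 0.05, and 0 were called over all genes tested. Of the 50, 28 had an unadjusted p under 0.05, and adjusted over the list alone 9 were called downregulated. DESeq2 called 7 (odds ratio 17.7, Fisher's exact test, two-sided, p = 4.76e-07). Without knockdown replicate 3 the median was −0.24 and 1 member was called adjusted over the list alone, and without knockdown replicate 2 the median was −0.49 with 17 called. Leaving out knockdown replicate 1 or any control gave 0 such calls. The nucleolar gene nop5 (FBgn0026196), which had the lowest value of the list, fell from 80.5 ± 4.08 to 48.9 ± 17.1 CPM (log2 fold change −0.72, standard error 0.23, edgeR adjusted p = 0.247).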

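Genes for the proteins of the cytoplasmic ribosome changed less. The 82 tested of 87 listed had a median log2 fold change of −0.17, with 81 lower than in controls (limma camera adjusted p = 3.16e-07; fry adjusted p = 0.449), and 0 were called at any level, with 0 at an unadjusted p under 0.05. This shift rested on knockdown replicate 3, without which the median was −0.03 (limma camera adjusted p = 0.282).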

In fact, we see that these downregulated genes are enriched for the nucleolus cellular compartment (GO: 0005730; fold enrichment: 11.63; *P* < 2.93 × 10^−3^). A survey of all downregulated genes did not identify any genes with functions related to glucose metabolism found in the upregulated gene set.

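The 8 genes that edgeR called downregulated in the neuron-specific knockdown included 0 of the listed genes of glycolysis, the TCA cycle and UDP-GlcNAc synthesis. The 102 genes called downregulated by DESeq2 also included 0 members of these 3 lists.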

GO analyses of the genes upregulated (≥1.5-fold; *P*_adj_ < 0.05) in the glia-specific knockdown (Fig. 5c; Supplementary Table 2) also showed enrichment for ribosome biogenesis (GO: 0042254; fold enrichment: 11.5; *P* < 2.32 × 10^−50^), rRNA processing (GO: 0006364; fold enrichment: 13.2; *P* < 7.05 × 10^−44^), ncRNA processing (GO: 0034470; fold enrichment: 8.3; *P* < 3.70 × 10^−39^), and ribosomal large subunit biogenesis (GO: 0042273; fold enrichment: 13.9; *P* < 7.50 × 10^−18^). 

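In the glia-specific knockdown, the same 50 ribosome biogenesis genes had a median log2 fold change of 0.86, with 49 of 50 higher than in controls (limma camera adjusted p = 5.73e-27; fry adjusted p = 0.0316). Of these, 31 were called upregulated over all genes tested, an odds ratio of 67.1 against other genes (Fisher's exact test, two-sided, p = 5.74e-37), and 44 had an unadjusted p under 0.05. Adjusted over the list alone 39 were called, and between 35 and 41 in the 6 fits that each left out one library. DESeq2 called 37. The median stayed between 0.74, without control replicate 3, and 0.98, without control replicate 2. The call by fry was lost in 5 of these 6 fits (adjusted p from 0.0664 to 0.166) and held without control replicate 2 (0.0445). The largest increase was in nop5, on chromosome 2L from 6916753 to 6918743, which rose from 22.7 ± 4.3 to 90.7 ± 21.6 CPM (log2 fold change 2.00, standard error 0.21, edgeR adjusted p = 0.00972). Nop60B (FBgn0259937), whose exons overlap small nucleolar RNA genes, rose from 27 ± 4.67 to 92.1 ± 20.1 CPM (log2 fold change 1.77, standard error 0.19, edgeR adjusted p = 0.00972). Fib (FBgn0003062, chromosome 2R from 23072909 to 23074725) rose from 15.7 ± 2.41 to 53.0 ± 12.0 CPM (log2 fold change 1.76, standard error 0.19, edgeR adjusted p = 0.00972). For the 82 cytoplasmic ribosomal protein genes the median log2 fold change was 0.38, with 82 of 82 higher (limma camera adjusted p = 2.06e-11; fry adjusted p = 0.357). edgeR called 0 of them, with 16 at an unadjusted p under 0.05, and DESeq2 called 8. Their median was 0.17 without control replicate 3 and 0.65 without control replicate 2, where 57 were called adjusted over the list alone, against 0 with all libraries.

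**Figure D3:**
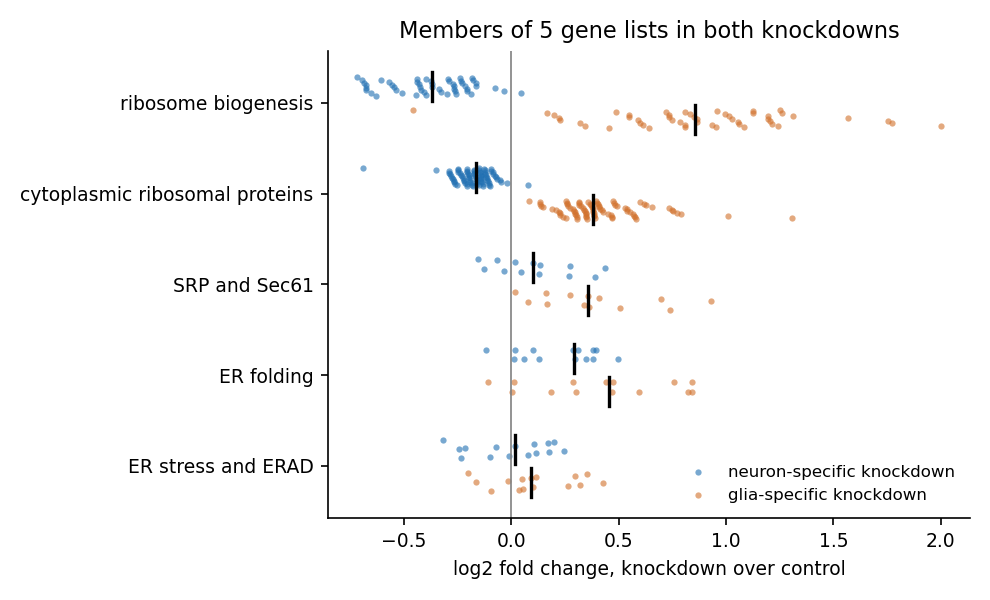
Log2 fold change of knockdown over control (x axis) for the members of 5 gene lists (y axis) in the neuron-specific and glia-specific knockdown, with a point for each gene and a mark at the median. The ribosome biogenesis genes have a median of −0.37 in the neuron-specific and 0.86 in the glia-specific knockdown.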

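The difference between the 2 knockdowns in the ribosome biogenesis genes was tested as an interaction in one edgeR fit of all 12 libraries. This tests a difference and not opposite signs, and edgeR called 0 of these genes in the neuron-specific knockdown, with 28 at an unadjusted p under 0.05. The median difference, neuron-specific minus glia-specific log2 fold change, was −1.25, with 49 of 50 genes lower in the neuron-specific knockdown (limma camera adjusted p = 2.27e-37; fry adjusted p = 0.00434). Of the 50, 35 were called for this difference over all genes tested, and 42 adjusted over the list alone. Without neuron knockdown replicate 3 the median difference was −1.15, and without glia control replicate 3 it was −1.17. Nop56 and kz were singled out after their values were seen. The log2 fold change of Nop56 was −0.68 in the neuron-specific and 1.31 in the glia-specific knockdown (edgeR adjusted p of the difference 0.00788), and that of kz, which overlaps pcx on the opposite strand, was −0.68 and 0.73 (edgeR adjusted p of the difference 0.00716).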

Unlike genes downregulated in the neuronal knockdown, this enrichment includes >80 genes directly involved in ribosome biogenesis. 

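The 27 amino acid metabolism genes tested did not move together in the glia-specific knockdown. Their median log2 fold change was 0.17, with 16 higher than in controls (limma camera adjusted p = 0.29), although the camera adjusted p was 0.048 without control replicate 2. edgeR called 1 member, Cbs (FBgn0031148, chromosome X from 21045138 to 21049096), which rose from 30.2 ± 4.94 to 50.3 ± 6.7 CPM (log2 fold change 0.74, standard error 0.15, edgeR adjusted p = 0.0449). Adjusted over the list alone, 4 members were called upregulated and 3 downregulated. DESeq2 called 7 upregulated (odds ratio 7.65, Fisher's exact test, two-sided, p = 0.000131) and 4 downregulated (odds ratio 7.92, p = 0.00261). Without any one of the knockdown libraries the counts adjusted over the list alone were 0 and 0.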

We also found enrichment in amino acid metabolism genes including pseudouridine synthesis (GO: 0001522; fold enrichment: 18.6; *P* < 2.97 × 10^−5^), arginine metabolic process (GO: 0006525; fold enrichment: 17.2; *P* < 3.51 × 10^−2^), and S-adenosylmethionine metabolic process (GO: 0046500; fold enrichment: 17.2; *P* < 3.45 × 10^−2^). We also observed enrichment in components of the signal recognition particle (SRP)-dependent cotranslational protein targeting to membrane, translocation (GO: 0006616; fold enrichment: 17.2; *P* < 3.56 × 10^−2^), including nearly all the components of the Sec61 translocon and signal recognition particle receptor. 

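Each of the 13 listed genes of the signal recognition particle, its receptor and the Sec61 translocon was higher in the glia-specific knockdown, with a median log2 fold change of 0.36 (limma camera adjusted p = 8.35e-06; fry adjusted p = 0.0316). edgeR called 3 of them, an odds ratio of 11 (Fisher's exact test, two-sided, p = 0.00443), 9 had an unadjusted p under 0.05, and 3 were called adjusted over the list alone. These 3 were the Sec61 subunits. Sec61gamma (FBgn0031049, chromosome X from 19643327 to 19644518) rose from 27.4 ± 1.7 to 52.1 ± 6.18 CPM (log2 fold change 0.93, standard error 0.11, edgeR adjusted p = 0.0116). Sec61beta (FBgn0010638) had a log2 fold change of 0.74 (standard error 0.11, edgeR adjusted p = 0.0209) and Sec61alpha (FBgn0086357) one of 0.70 (standard error 0.13, edgeR adjusted p = 0.0331). The median of the list stayed between 0.28 and 0.39 with each library left out in turn, while the call by fry was lost in 5 of the 6 fits (adjusted p from 0.0664 to 0.166) and held without control replicate 2 (0.0445).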

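Among 14 listed genes for protein folding in the endoplasmic reticulum, 13 were higher in the glia-specific knockdown, with a median log2 fold change of 0.45 (limma camera adjusted p = 2.84e-05; fry adjusted p = 0.0316). edgeR called 5 of them (odds ratio 20.6, Fisher's exact test, two-sided, p = 2.16e-05), 7 had an unadjusted p under 0.05, and 5 were called adjusted over the list alone. The fly gene for BiP, Hsc70-3 (FBgn0001218, chromosome X from 11801696 to 11807117), rose from 399 ± 57.9 to 675 ± 61.6 CPM (log2 fold change 0.76, standard error 0.16, edgeR adjusted p = 0.0478). Grp170 (FBgn0023529, chromosome X from 2271008 to 2275068), the fly gene for HYOU1, rose from 152 ± 13.1 to 229 ± 18.2 CPM (log2 fold change 0.59, standard error 0.12, edgeR adjusted p = 0.0401). The other 3 genes called were Gp93 (log2 fold change 0.84, edgeR adjusted p = 0.0423), P58IPK (0.84, edgeR adjusted p = 0.0175) and CaBP1 (0.83, edgeR adjusted p = 0.0209), of which Gp93 and P58IPK overlap a gene on the opposite strand. The median of the list was between 0.34 and 0.50 when each library was left out, with 4 to 6 members called adjusted over the list alone. The call by fry was lost in 5 of the 6 fits (adjusted p from 0.0664 to 0.166) and held without control replicate 2 (0.0445).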

Upon manual inspection of these genes, we found >30 genes that encode ER-resident proteins including BiP and HYOU1, both involved in folding and processing nascent polypeptides that are translated into the ER through the translocon. Together, these data suggest that loss of PIGA in glia results in a large upregulation of genes in the brain involved in producing proteins that are processed through the ER, like GPI anchor proteins. 

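The same 14 folding genes had a median log2 fold change of 0.29 in the neuron-specific knockdown (limma camera adjusted p = 0.00573; fry adjusted p = 0.34; 0 called, 4 at an unadjusted p under 0.05). The camera call was lost without knockdown replicate 1 (median 0.06, limma camera adjusted p = 0.163) and without knockdown replicate 2 (limma camera adjusted p = 0.0585). Their difference between the drivers was not past the threshold (median −0.28, limma camera adjusted p = 0.126). For the 13 translocation genes the median in the neuron-specific knockdown was 0.10 (limma camera adjusted p = 0.424, but 4.31e-05 without knockdown replicate 3, where the median was 0.21). The difference between the drivers of the translocation genes had a median of −0.31 (limma camera adjusted p = 0.0175; fry adjusted p = 0.331), and its camera call was lost without neuron control replicate 3, neuron knockdown replicate 3 or glia control replicate 3. From the increases in ribosome biogenesis, translocation and folding genes, the paper proposes that loss of PIGA in glia raises the expression of genes in the brain that produce proteins processed through the ER.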

GO analyses of genes downregulated (≤−1.5-fold; *P*_adj_ < 0.05) in the glia-specific knockdown showed no functional enrichment.

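Among the 92 genes that edgeR called downregulated in the glia-specific knockdown, the lists of glycolysis, TCA cycle, amino acid metabolism, ribosome biogenesis, translocation, folding and ER stress genes had 0 members. Of 28 cuticle protein genes tested, a list added after the values were seen, edgeR called 5 downregulated (odds ratio 24.6, Fisher's exact test, two-sided, p = 5.03e-06) and DESeq2 6. Their median log2 fold change was −1.09, and −0.07 without control replicate 3. Of 18 muscle genes, added in the same way, edgeR called 0, with 12 at an unadjusted p under 0.05, and DESeq2 called 3 downregulated (odds ratio 9.72, Fisher's exact test, two-sided, p = 0.00556). Their median was −1.09, and −0.34 without control replicate 3. DESeq2 called 4 amino acid metabolism genes downregulated among its 230 (odds ratio 7.92, Fisher's exact test, two-sided, p = 0.00261). The TCA cycle genes had a median log2 fold change of −0.32 (limma camera adjusted p = 0.141), with 1 at an unadjusted p under 0.05. Without control replicate 3 that median was 0.03, and without control replicates 1 and 2 the limma camera adjusted p was 0.0136 and 0.048.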

We next examined the overlapping transcriptomic profile between neuron- and glia-specific knockdown (Fig. 4c; Supplementary Table 3). 

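Of 9791 genes tested in both drivers, which do not share control libraries, edgeR called 3 upregulated in both (odds ratio 22, Fisher's exact test, two-sided, p = 0.000971). DESeq2 called 43. CG12947 (FBgn0037753, chromosome 3R from 9780064 to 9783054), which overlaps the antisense gene asRNA:CR31514, rose from 4.04 ± 0.309 to 31.9 ± 2.52 CPM (log2 fold change 2.98, standard error 0.11, edgeR adjusted p = 0.000108) in the neuron-specific knockdown and from 7.03 ± 1.04 to 32.5 ± 6.61 CPM (log2 fold change 2.21, standard error 0.18, edgeR adjusted p = 0.00718) in the glia-specific knockdown. Apl (FBgn0042178, chromosome 3L from 16595181 to 16600459), whose exons overlap CR18217 on the opposite strand, had a log2 fold change of 1.95 (standard error 0.21, edgeR adjusted p = 0.0269) in the neuron-specific knockdown and was 3.89-fold higher in the glia-specific knockdown (edgeR adjusted p = 0.0164). For rdhB (FBgn0038946, chromosome 3R from 22351696 to 22356264) the log2 fold changes were 1.86 (standard error 0.14, edgeR adjusted p = 0.0065) and 1.23 (standard error 0.26, edgeR adjusted p = 0.0475). With edgeR, 22 genes were upregulated in both without neuron knockdown replicate 3, 14 without neuron knockdown replicate 2, 5 without glia control replicate 3 and 0 without glia control replicate 1. Leaving out neuron knockdown replicate 1 or glia control replicate 2 gave 3, and each of the 6 other libraries 1.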

Forty-one genes are commonly upregulated at least 1.5-fold, between the 2 data sets. 

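The 3 genes that edgeR called upregulated in both knockdowns included 0 of the listed amino acid metabolism genes. Among the 43 called by DESeq2 were 3 of them, CG6415, Gnmt and Oat (odds ratio 40.2, Fisher's exact test, two-sided, p = 9.43e-05, 1 of 16 lists examined).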

GO analyses of these common upregulated genes identified alpha-amino acid catabolic process (GO: 1901606; fold enrichment: 36.2; *P* < 3.58 × 10^−4^) and cellular amino acid catabolic process (GO: 0009063; fold enrichment: 33.1; *P* < 4.84 × 10^−2^). Each independent set of upregulated genes also showed upregulation for amino acid metabolism–related functions. There is strong correlation in the degree of upregulation between these overlapping genes (*r*^2^ = 0.90; *P* = 1.3 × 10^−15^). 

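Across the 3 genes upregulated in both knockdowns by edgeR, the log2 fold changes had an r² of 0.553 (exact permutation test, two-sided, p = 0.5), and 3 genes cannot reach 0.05. Across the 43 genes called by DESeq2, r² was 0.704 (Pearson r = 0.839, Spearman rho = 0.626; permutation p = 1e-05 for each, the smallest that 100000 permutations can give). Without the 2 genes with the largest absolute log2 fold change summed over both knockdowns it was 0.362. These are correlations across genes, which are not independent replicates, and the genes were selected for moving the same way.

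**Figure D4:**
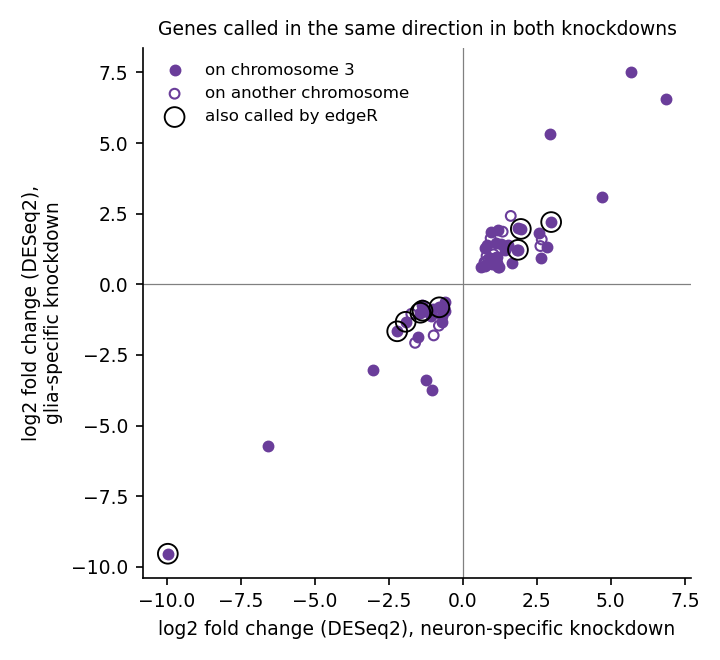
Log2 fold change from DESeq2 in the neuron-specific knockdown (x axis) and in the glia-specific knockdown (y axis) for the genes called in the same direction in both, with a point for each gene. The 43 upregulated genes lie in the upper right and the 26 downregulated genes in the lower left.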

We expanded the analyses to genes that were upregulated in either data set with a more relaxed 1.25-fold upregulation in the other data set to look more broadly at overlapping upregulated genes. While amino acid metabolism–related functions remain, we find enrichment for SRP-dependent cotranslational protein targeting to membrane, translocation (GO: 0006616; fold enrichment: 35.5; *P* < 5.31 × 10^−2^) and hexose metabolic process (GO: 0019318; fold enrichment: 10.1; *P* < 2.0 × 10^−2^). Each of these was identified in glia and neurons, respectively, but not the other. 

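With a change of at least 1.25-fold accepted in one of the drivers, 59 genes were upregulated in both by edgeR and 168 by DESeq2. Without glia control replicate 3 edgeR gave 123, without neuron knockdown replicates 3 and 2 it gave 111 and 109, and without glia control replicate 1 it gave 8. Leaving out glia knockdown replicates 1, 2 and 3 in turn gave 23, 12 and 10. edgeR's 59 included 2 of the 13 translocation genes, Sec61alpha and Sec61gamma (odds ratio 31.0, Fisher's exact test, two-sided, p = 0.00267), 1 glycolysis gene, Ldh (odds ratio 10.5, p = 0.0977), and 3 of the 14 folding genes, CaBP1, Gp93 and Hsc70-3 (odds ratio 47.3, p = 7.22e-05). It included 0 amino acid metabolism genes, while DESeq2's 168 included 4, CG6415, Gnmt, Oat and Sardh (odds ratio 13.5, Fisher's exact test, two-sided, p = 0.00038). DESeq2's set also held 2 glycolysis genes, Hex-C and Ldh (odds ratio 9.99, Fisher's exact test, two-sided, p = 0.0208). Its translocation and folding members were the same as those of edgeR. These members were named after their values were seen.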

The degree of upregulation between these genes is still positive between neurons and glia (*r*^2^ = 0.56; *P* = 5.3 × 10^−16^).

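The r² across the 59 genes upregulated in both at the relaxed threshold by edgeR was 0.568 (Spearman rho = 0.569; permutation p = 1e-05 for r). It was 0.338 without the 2 genes with the largest summed absolute change. Across DESeq2's 168 genes it was 0.307. Without neuron knockdown replicate 2 the value from edgeR was 0.213, with neuron knockdown replicate 3 left out it was 0.363, with neuron knockdown replicate 1 left out 0.34, and with glia knockdown replicate 3 left out 0.303.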

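edgeR called 6 genes downregulated in both knockdowns (odds ratio 351, Fisher's exact test, two-sided, p = 1.31e-11), and DESeq2 called 26. The gene mthl8 (FBgn0052475, chromosome 3L from 22428 to 26308) had 6.64 ± 1.01 CPM in the neuron controls and 5.5 ± 1.07 in the glia controls. Against the floor of 3 counts it was at least 66.5-fold lower in the neuron-specific knockdown (edgeR adjusted p = 0.0065) and at least 48.8-fold lower in the glia-specific knockdown (edgeR adjusted p = 0.00718). Su(var)3-3 (FBgn0260397, chromosome 3L from 20226381 to 20230250) fell from 75.1 ± 4.68 to 16.1 ± 4.27 CPM (log2 fold change −2.22, standard error 0.18, edgeR adjusted p = 0.0088) in the neuron-specific knockdown and from 72.2 ± 18.4 to 22.9 ± 9.91 CPM (log2 fold change −1.66, standard error 0.33, edgeR adjusted p = 0.0401) in the glia-specific knockdown. Vps13B (FBgn0039727, chromosome 3R from 29935978 to 29948207) had log2 fold changes of −1.37 (standard error 0.12, edgeR adjusted p = 0.00981) and −0.93 (standard error 0.14, edgeR adjusted p = 0.0195). The 3 others lie side by side on chromosome 3L, where their exons overlap, so their reads could have been shared. They were asRNA:CR45873 (FBgn0267533, 9456339 to 9457296) with log2 fold changes of −1.93 and −1.32, CG3552 (FBgn0035999, 9456318 to 9459370) with −1.44 and a fall to 0.499 of the control level, and CG3434 (FBgn0036000, 9459369 to 9460799) with −0.80 and −0.81. Their edgeR adjusted p-values ranged from 0.0116 to 0.0407. Without neuron knockdown replicates 1, 2 and 3, edgeR called 4, 9 and 12 genes downregulated in both. Leaving out glia control replicate 2 or 3 gave 6, and each of the 7 other libraries 0 or 1.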

There are only 23 genes that are commonly downregulated at least 1.5-fold (Fig. 4c; Supplementary Table 3). These commonly downregulated genes show strong correlation (*r*^2^ = 0.96; *P* = 2.6 × 10^−13^). 

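Across the 6 genes that edgeR called downregulated in both knockdowns, r² was 0.996 (Pearson r = 0.998, exact permutation p = 0.00139; Spearman rho = 1, exact permutation p = 0.00278). The fitted value of mthl8 sets most of that range, and since it has 0 counts in the knockdowns its fitted fold change depends on the prior count. Without the 2 genes with the largest summed absolute change, r² was 0.899. With DESeq2's 26 genes r² was 0.842 (permutation p = 8e-05), and without the 2 genes with the largest summed absolute change it was 0.16.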

There are 77 genes that are commonly downregulated at the more relaxed cutoff of 1.25-fold change. These genes are also strongly correlated (*r*^2^ = 0.71; *P* = 5.1 × 10^−13^). 

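At the relaxed threshold, 26 genes were downregulated in both knockdowns by edgeR and 78 by DESeq2. For edgeR the number was 72 without glia control replicate 3, 48 and 41 without neuron knockdown replicates 3 and 2, and 7 without glia control replicate 1 or any one of the glia knockdown libraries. Across the 26 genes r² was 0.83 (permutation p = 0.01 for r; Spearman rho = 0.225, permutation p = 0.267). The relation rests on the 2 genes with the largest summed absolute change, without which r² was 0.00494. DESeq2's 78 genes gave 0.638, and 0.13 without 2 genes.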

There is no functional enrichment in either group.

## Discussion

Here, we report the first *Drosophila* model of a disorder of GPI anchor biosynthesis. PIGA is the first step in GPI anchor synthesis and causes neurodevelopmental delay, movement disorder, and epilepsy (Bayat *et al.* 2020). Using various genetic techniques, we show that we can model each of these phenotypes in *Drosophila*. The *Drosophila* models mirror what has been reported in mouse models of PIGA-CDG, but importantly, the *Drosophila* models also display certain patient phenotypes that have not been reported in mice.

As expected, complete loss of *PIG-A* function is larval lethal in *Drosophila*. It is unlikely that proper GPI anchor biosynthesis can occur without PIGA. In line with this, complete *Piga* knockout in mice are early embryonic lethal (Kawagoe *et al.* 1996). Further, no PIGA-CDG patients have been reported with predicted null mutations (Bayat *et al.* 2020). While a few protein truncating mutations have been reported, they all produce truncated mutant protein. It was surprising that the *Drosophila* null mutants survived through 3rd instar larval development. We suspect that this was likely possible because of maternal deposition of PIGA protein itself and a variety of GPI-anchored proteins required for proper development. More work is needed to determine if this is the case.

Heterozygous null *Drosophila* have 50% function, which is similar to the level of residual activity predicted in PIGA-CDG patients. Because *PIGA* is X-linked in humans, only males are affected, and they carry partial loss-of-function alleles that are predicted to have <50% function (Bayat *et al.* 2020). Strikingly, these heterozygous null *PIG-A Drosophila* show a strong seizure phenotype that is very easily elicited. Due to the severe seizure phenotype, we were not able to test if movement or other neurological phenotypes were normal. However, we did note that when flies are not seizing, they are climbing normally like wild-type flies. The ease at which these heterozygous flies have seizures matches a recent description of mosaic *Piga* heterozygous knockout female mice (X-linked, but 1 copy is randomly inactivated) that appear to also have easily elicited seizures when they fall (Lukacs *et al.* 2020). These heterozygous null flies will be a useful tool for studying the pathogenesis of seizures in PIGA-CDG and for testing possible small molecule therapeutics.

Because of the lethality and the inability to probe for other phenotypes in the homozygous null flies, we opted to use RNAi against *PIG-A* for further analyses. While knockdown by this RNAi was >60%, it is difficult to compare this with the heterozygous null, as qPCR was performed on whole larvae, a mixture of different cells that likely have different knockdown efficiencies. However, the fact that ubiquitous knockdown resulted in similar lethality as the null suggests that at least for the critical cells, RNAi is quite effective. Neuron- and glia-specific RNAi allowed us to model movement disorder and neuromuscular defects and seizures, respectively, similar to what is observed in PIGA-CDG (Bayat *et al.* 2020). Surprisingly, neuron-specific knockdown did not produce observable seizures. We tried a number of different ways to elicit seizures beyond the bang sensitivity test and were not able to observe any seizure activity. Glial-specific knockdown generated flies with a profound seizure phenotype, much more severe than the heterozygous null flies. Glial-specific knockdown resulted in flies that likely have spontaneous seizures. The majority of flies seize upon bang sensitivity testing. However, we noticed that many of the flies will drop and seize even if a lab member walks by the vial. This separation of patient-relevant phenotypes in different cell types suggests that PIGA-CDG has a complex etiology and that different cell types have different requirements for GPI anchor biosynthesis.

Despite these striking differences between neurons and glia, it's important to note that it is difficult to make a direct comparison between the 2 models. For example, it is not possible to easily assess whether neurons and glia have similar knockdown levels. It is possible the some of the differences between the models could arise from different levels of knockdown. It is also likely that loss of *PIG-A* in neurons vs glia can have profoundly different effects on cells that are normal. Nevertheless, these models will be useful in determining the important of PIGA function and modeling human disease.

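The difference between the drivers in the log2 fold change of *PIG-A*, neuron-specific minus glia-specific, was −0.51 (edgeR interaction test, adjusted p = 0.255). Since each driver acts in a different share of the cells of the head, the RNA of whole heads does not give the level of knockdown within neurons or glia.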

To begin to understand some of the molecular consequences of losing *PIG-A* function, we performed RNAseq on heads from neuron- and glia-specific knockdown flies. While this was an imperfect experiment because the transcriptome signatures are from a mix of normal and knockdown cells, we still observed very strong, specific changes that are informative. It should be noted that because we used RNAi, the transcriptome responses reflect partial loss of *PIGA* function, rather than complete loss of function. 

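edgeR called 266 genes upregulated and 92 downregulated in the glia-specific knockdown, against 8 and 8 in the neuron-specific knockdown, and DESeq2 called 467 and 230 against 177 and 102. When each library was left out in turn, edgeR called 2 to 411 and 1 to 265 genes in the glia-specific knockdown, fewest without control replicate 1 (2 and 1), and 1 to 127 and 0 to 72 in the neuron-specific knockdown, most without knockdown replicate 2 (127 and 72). On simulated counts made from the same libraries, edgeR recovered 81.0% of 200 changed genes in the neuron-specific comparison and 77.5% in the glia-specific comparison. The simulated changes all exceeded 1.5-fold and lay in genes above a minimum mean count. Each simulated gene had the same spread in every library, so no library deviated as some real ones did. The simulation therefore does not show whether the real comparisons differed in their power to make calls.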

Overall, glia-specific knockdown resulted in more differentially expressed genes, as compared with the neuron-specific knockdown. Perhaps, this makes sense, as the glial-specific knockdown flies have more severe phenotypes (though different) than the neuron-specific knockdown flies. 

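When the difference between the drivers was tested for each of 10257 genes, edgeR called 64 with a higher and 245 with a lower log2 fold change in the neuron-specific than in the glia-specific knockdown, and 2169 genes had an unadjusted p under 0.05. DESeq2 called 264 and 417. Without glia knockdown replicate 1 the edgeR counts were 17 and 113, and without neuron knockdown replicate 2 they were 120 and 271. Without glia control replicate 2 they were 103 and 382. For the glycolysis genes the median difference was 0.61 (limma camera adjusted p = 0.00107, fry adjusted p = 0.331). edgeR called 1 of them, Pfrx, which was lower (difference −0.70, edgeR adjusted p = 0.0371). DESeq2 called 5 higher (odds ratio 17.2, Fisher's exact test, two-sided, p = 3.76e-05) and 1 lower. Adjusted over the list alone 5 glycolysis genes were higher and 1 was lower. The median difference was 0.65 for the TCA cycle genes (limma camera adjusted p = 0.00157, fry adjusted p = 0.331). edgeR called 0 of them, with 7 at an unadjusted p under 0.05. DESeq2 called 1 higher (Fisher's exact test, two-sided, p = 0.339). The median difference ranged from 0.35 without glia control replicate 3 to 0.78 without glia control replicate 1. No fit left out both glia control replicate 3 and neuron knockdown replicate 3, which deviated alike. The TCA cycle median was 0.10 in neurons without the latter and 0.03 in glia without the former. Together these libraries may therefore make up most of the TCA cycle difference. For glycolysis these medians were 0.42 and 0.18. The median difference was −0.55 for the cytoplasmic ribosomal protein genes (camera adjusted p = 2.34e-15, fry adjusted p = 0.331).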

The transcriptomes from these 2 models produced very specific but unique patterns. When we knockdown *PIG-A* in neurons, we find a near uniform upregulation of enzymes in the entire glycolysis pathway. We also found upregulation of enzymes responsible for amino acid metabolism. It is likely that this is not an increase in energy production, as enzymes in the TCA cycle remain mostly unchanged. Rather, we think that the cells are responding to a loss of GPI anchor production. Many products of glycolysis and amino acid metabolism are the substrates for the PIGA-catalyzed synthesis of the UDP-GlcNAc precursor and GlcNAc-PI (Chiaradonna *et al.* 2018). In fact, levels of UDP-GlcNAc act as a “sensor” to regulate glycolysis and other metabolic pathways (Chiaradonna *et al.* 2018). This suggests that when neurons have reduced PIGA function, cells in the brain are upregulating pathways that may provide the precursor molecules needed to ramp up GPI anchor biosynthesis.

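The 5 genes of UDP-GlcNAc synthesis had a median log2 fold change of 0.24 in the neuron-specific knockdown (limma camera adjusted p = 0.162), 0.04 without knockdown replicate 3, with 0 called and 1 at an unadjusted p under 0.05. In the glia-specific knockdown their median was 0.01 (limma camera adjusted p = 0.984), with 0 called and 4 at an unadjusted p under 0.05, and its sign changed with the library left out (from −0.06 without control replicate 3 to 0.08 without control replicate 2). Adjusted over the list alone 0 were called in either knockdown, or 1 downregulated in glia without control replicate 1 or 2. The difference between the drivers had a median of 0.02 over these 5 genes (limma camera adjusted p = 0.445), but edgeR called mmy higher in the neuron-specific knockdown (difference 0.76, edgeR adjusted p = 0.0451; odds ratio 40.4, Fisher's exact test, two-sided, p = 0.0308). Its log2 fold change was 0.24 in the neuron-specific and −0.52 in the glia-specific knockdown. Adjusted over the list alone 2 were called for the difference, mmy and Gfat1 (difference 1.49, edgeR adjusted p over all genes 0.136), and DESeq2 called 2 (Fisher's exact test, two-sided, p = 0.00548). Of 20 genes for GPI anchor synthesis 16 were tested, with a median log2 fold change of −0.02 in the neuron-specific knockdown (limma camera adjusted p = 0.631; 0.04 without control replicate 2) and 0.04 in the glia-specific knockdown (camera adjusted p = 0.865). In either knockdown 0 of them were called and 0 had an unadjusted p under 0.05.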

Glial-specific knockdown flies are likely ramping up the production of protein translational and folding machinery in the brain. It appears that the cells are responding to a reduction in GPI-anchored protein production and increasing machinery to produce more GPI-anchored proteins. Nearly all the components of ER-associated translation are upregulated, including the SRP complex and the entire SEC21 translocon complex. Further, many genes encoding ER-resident proteins involved in folding processing newly translated proteins are upregulated. This does not appear to be a response to ER stress, as other classic ER stress response genes, including those involved in ERAD, are unchanged. 

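For 15 listed genes of the ER stress response and ERAD, among them Xbp1, Ire1, Atf6, Hrd3 and Der-1, the median log2 fold change in the glia-specific knockdown was 0.09 (limma camera adjusted p = 0.178), with single genes from −0.20 to 0.43. edgeR and DESeq2 called 0 of them, and 3 had an unadjusted p under 0.05. Without control replicate 2 the median was 0.10 and the limma camera adjusted p was 0.048. In the neuron-specific knockdown the median was 0.02 (limma camera adjusted p = 0.997), with 0 called and 3 at an unadjusted p under 0.05, and it changed sign without knockdown replicate 2 (−0.04).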

When glia have reduced PIGA function, cells in the brain respond by increasing ER-associated translation.

There were very few genes that showed the same direction of change between the 2 data sets. But the genes in common were very strongly correlated, suggesting a core response. 

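Across all 9791 genes tested in both drivers, not limited to genes selected for moving the same way, the log2 fold changes had a Pearson r of −0.151 and a Spearman rho of −0.119. Of these genes 45.7% moved in the same direction. The sign of r rested on single libraries, since r was 0.21 without glia control replicate 3 and 0.19 without neuron knockdown replicate 3. edgeR called 0 genes in opposite directions in both knockdowns, and 21 without neuron knockdown replicate 2, and DESeq2 called 22.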

The top 10 genes in this overlapping set all show at least 4-fold change in expression. However, these strong response genes mostly have unknown function with no human orthologs. 

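Of the 10 genes with the largest mean change among those DESeq2 called in the same direction in both knockdowns, 10 changed at least 4-fold in one or both drivers and 8 changed at least 4-fold in both. Of edgeR's 9 genes, 2 changed at least 4-fold in both, mthl8 and CG12947.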

We observed that the commonly upregulated genes show enrichment for amino acid metabolism. This enrichment is also observed in the neuron-specific knockdown but not the glia. Upon manual curation, many of the genes that are commonly upregulated are enzymes related to energy metabolism, which again makes sense for the neuron-specific knockdown. However, it suggests that there may also be changes related to metabolism and glycolysis in the glia-specific knockdowns as well but does not reach the enrichment observed in the neuron-specific knockdown. It needs to be noted that all the major glycolysis enzymes are unchanged in the glia-specific knockdown. 

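The median log2 fold change of the 17 glycolysis genes in the glia-specific knockdown was −0.11 (limma camera adjusted p = 0.984), with 6 higher than in controls, and it was 0.18 without control replicate 3. edgeR called 1 of them, Ldh, which rose from 11.5 ± 1.07 to 19.1 ± 2.78 CPM (log2 fold change 0.73, standard error 0.14, edgeR adjusted p = 0.0369), and 3 had an unadjusted p under 0.05. Pfrx had a log2 fold change of 0.67 (standard error 0.15, edgeR adjusted p = 0.0525) and was called adjusted over the list alone and by DESeq2 (adjusted p = 0.000293). Without control replicate 1, knockdown replicate 1 or knockdown replicate 2 there were 0 calls adjusted over the list alone. Hex-A had a log2 fold change of −0.42 (standard error 0.13, edgeR adjusted p = 0.12).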

More work is needed to understand the cellular origin of the changes uncovered by RNAseq. Future analyses involving metabolomics and proteomics will help to elucidate the changes that occur when the GPI anchor synthesis is disrupted.

In this study, we report the initial analyses of the first PIGA-CDG models in *Drosophila*. This study reinforces that *Drosophila* can serve as an efficient tool to accurately model CDGs and other rare neurodevelopmental disorders. The data here set the stage for future modifier and drug screen studies to help identify potential therapeutic strategies for PIGA-CDG.

## Data Availability

Fly strains are available upon request. Gene expression data are available at GEO (GSE241512). Supplementary Material is available at figshare: https://doi.org/10.25387/g3.24794793.

How the deposited data were processed for this re-analysis (not part of the article)

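RNA of fly heads was sequenced in 12 libraries, 3 for each of 4 groups: control and *PIG-A* knockdown under elav-GAL4 in neurons, and control and knockdown under repo-GAL4 in glia. The groups come from the labels of the samples, and each library entered the comparison of its own driver. The methods describe heads of male 3-day-old flies, and the labels give a range of ages and of numbers of heads. The text gives no batch or day of collection, so these could not be separated from genotype or driver.

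The deposited counts are numbers of reads per FlyBase gene without normalization. Before counting, the authors trimmed the reads with seqtk, aligned them to BDGP Release 6 with Bowtie2 and sorted them with SAMtools. The counting program and its treatment of strand are not stated in the paper's text. The authors also deposited a table for each driver from DESeq2, with a signal column that holds the mean of normalized counts over the libraries of the comparison. In these tables the authors' log2 fold change is that of knockdown over control from DESeq2, with its standard error. The score column deposited beside it is the Wald statistic from DESeq2. The p-value columns deposited by the authors are raw and Benjamini-Hochberg adjusted p-values of the same test. These tables were used only for comparison, and each sentence that prints a value from them names the authors' deposited table. They list genes that have 0 counts in every library of the driver in the deposited count table, 798 in the neuron and 719 in the glia table, so they were not made from exactly these counts.

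Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Of the 17737 gene identifiers, 17599 were named from a table of gene names, 103 more from the authors' deposited glia table, and 35 kept no symbol. Positions and overlapping exons were taken from the Ensembl annotation of BDGP Release 6.

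For each driver, 6 libraries were fitted by edgeR's quasi-likelihood method with TMM normalization after its default filter on low counts, and knockdown was compared with control by a two-sided F test. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. Genes were called at an adjusted p of at most 0.05 and a change of at least 1.5-fold, the thresholds of the study. The difference between the drivers was tested as an interaction in one fit of 12 libraries with the same thresholds. A gene was counted as shared when it was called in the same direction in both drivers, and as shared at the relaxed threshold when it was called in one driver and changed at least 1.25-fold the same way in the other. Correlations across shared genes were tested with 100000 permutations, or with all orders where there were few genes, two-sided.

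In place of GO terms, 16 lists of genes were written from the paper and general knowledge. They cover glycolysis, the TCA cycle, UDP-GlcNAc synthesis, amino acid metabolism, ribosome biogenesis, cytoplasmic ribosomal proteins, the signal recognition particle with Sec61, ER folding, ER stress with ERAD, GPI anchor synthesis, antimicrobial peptides, the circadian clock, and markers of female heads, males, the accessory gland and the midgut. A list was tested with limma's camera on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, beside fry and camera with an estimated correlation. The 13 lists with enough genes tested were adjusted together. Members called were compared with other tested genes by Fisher's exact test, two-sided. The results of the lists are in the passages and the closing section. Lists of muscle, flight muscle and cuticle genes were added after the values were seen, and their set-test p-values were not adjusted.

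The text names genes by a fixed rule: *PIG-A*, the genes named in the paper's text or Fig. 6 with BiP as Hsc70-3 and HYOU1 as Grp170, and for each driver the 5 largest increases and 5 largest decreases among called genes. Those genes needed a mean of at least 10 counts and all 3 knockdown libraries on one side of all 3 controls. The rule adds the 10 shared genes with the largest mean change, up to 3 called members of each list with the largest change, and v, w and y. Yp1, Yp2, Yp3, Sxl, roX1, roX2, Mhc, Act88F, DptA, Mtk, tim, kz, Nop56, mmy and Gfat1 were picked after their values were seen.

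Depth ranged from 20694850 to 31893782 counts, and 11995 to 12528 genes had counts in a library. The 10 most counted genes took 12.4 to 22.9% of a library. A gene under the floor of 3 counts in a whole group was given only a lower bound of its fold change. Replicates varied far more than counting error, so the precision of a value is that of its 3 libraries.

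The scripts were tested on simulated data with 200 changed genes drawn from the means and sizes of the real libraries. In the neuron comparison of 9983 genes edgeR recovered 162 of them (81.0%) and called 5 unchanged genes, while DESeq2 recovered 179 (89.5%) and called 29. In the glia comparison of 9951 genes edgeR recovered 155 (77.5%) and called 6, and DESeq2 recovered 181 (90.5%) and called 47. The interaction test recovered 140 (70.0%) and called 7 unchanged genes of 10257. Camera gave an unadjusted p under 0.05 for 2 and 5 of 200 random lists in the simulated neuron and glia data. Simulated genes varied independently, so this does not check camera on lists whose genes vary together.

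The alternatives tried were DESeq2 in place of edgeR, its size factors within edgeR, no filter on low counts, at least 10 counts in every sample, one fit of all 12 libraries, the replicate number as a block, no threshold on fold change, linear fold changes in correlations, the other set tests, and each library left out in turn. GO enrichment, reads and splicing were not analysed here.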

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

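The tests of neighbouring genes, vermilion, sex, time of day, other tissues, library size, matched random lists and regrouped libraries were chosen before the data were examined. Those of chromosome 3, muscle and cuticle genes, exchanged labels, single libraries, antimicrobial peptides and yolk proteins were chosen only after the result was seen.

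The responses of the 2 drivers differed when the difference itself was tested. The interaction test called 64 genes with a higher and 245 with a lower log2 fold change in the neuron-specific knockdown. When knockdown and control libraries were regrouped within each driver, the real grouping gave the most calls, in 1 of 100 splits, and the next largest number was 171. The other splits with more than 1 call, from 21 to 171, all kept the real grouping of the same driver. The count therefore rests mainly on the response of that driver. With its grouping kept, the real split was 1 of 10, too few to exclude a lucky grouping of the other driver. Within a single driver only 10 splits exist. The real one had the most calls in 1 of 10 splits for neurons (16 genes, next largest 0) and in 1 of 10 splits for glia (358 genes, next largest 1), and at that number of splits a real response and a lucky grouping cannot be told apart by this test alone.

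Ribosome biogenesis genes differed between the drivers, with a median difference of −1.25. The increase in the glia-specific knockdown makes up most of it (median 0.86), while the decrease in the neuron-specific knockdown was smaller (median −0.37, 0 genes called by edgeR with 28 at an unadjusted p under 0.05, limma camera adjusted p = 4.73e-16, fry adjusted p = 0.241), so the interaction does not show opposite directions by itself. Technical sources were weighed first. The test of library size compared normalizations, filters and tools, and the lowest median in the glia-specific knockdown was 0.85. The increase therefore does not rest on the choice among them. Each of these settings already scales for library size, so they cannot decide whether library size plays a part. The totals of the glia groups overlapped, with 25657167 to 31893782 counts in controls and 22445055 to 27644844 in the knockdown. Of 10000 random lists matched on mean expression and exon length, 0 had a median as large (permutation p = 0.0001, the smallest possible). The difference was −1.15 without neuron knockdown replicate 3 and −1.17 without glia control replicate 3, so neither of these unusual libraries alone produces it. They were not left out together. The median was −0.24 in the neuron-specific knockdown without the first and 0.74 in the glia-specific knockdown without the second. A biological response is therefore the more likely source, although an unrecorded batch that coincides with genotype in one driver could give the same pattern.

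For glycolysis the median difference between the drivers was 0.61. Of 10000 random lists matched on mean expression, 0 had a median in the neuron-specific knockdown as large as that of the list (permutation p = 0.0001, the smallest possible), and without neuron knockdown replicate 3 it was still 0.42, so neither an abundance trend nor that library alone explains it. For the TCA cycle this comparison used 16 of the 17 genes, with a median of 0.30. Of 10000 such random lists, 4 had a median as large (permutation p = 0.0005). The median of all 17 genes fell from 0.31 to 0.10 without neuron knockdown replicate 3. The list was still called there (limma camera adjusted p = 0.0045, fry adjusted p = 0.0177, against 0.325 with all libraries). That library therefore enlarged the shift but does not alone account for it.

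Neuron knockdown replicate 3 and glia control replicate 3 deviated from their groups in the same way (r = 0.764 across genes, which are not independent replicates, the highest of 36 pairs of libraries, next 0.543). Cuticle genes were highest of the 6 libraries of their driver in 22 of 30 genes in neuron knockdown replicate 3 and in 22 of 30 in glia control replicate 3. Of 18 muscle genes, 18 and 17 were highest there. Their summed level was 25417 and 27229 CPM in these libraries, against 5306 to 8038 in the others, and all 18 are also expressed in the other libraries. Mhc stood at 7107 and 7780 CPM. The list of muscle genes had a median log2 fold change of 0.89 in the neuron-specific knockdown, 0.06 without replicate 3, and −1.09 in the glia-specific knockdown, −0.34 without control replicate 3. For cuticle genes these values were 1.05 and 0.35, and −1.09 and −0.07. Without these libraries camera no longer called the muscle list in neurons (adjusted p = 0.26) but still called it in glia (adjusted p = 0.000787). There the fry adjusted p was 0.00551, against 0.264 with all libraries. The cuticle list was still called by camera in neurons (adjusted p = 5.88e-05, fry 0.0235) and in glia (adjusted p = 0.0445, fry 0.0564). A single library therefore does not account for all of these shifts.

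Several explanations of these libraries were tested. Flight muscle carried over with the heads does not explain them, since the highest level of a flight muscle gene there was 11.5 CPM (Act88F). An exchange of labels does not either, as mthl8, with 0 counts in every knockdown library, stood at 4.52 CPM in glia control replicate 3. Younger flies could not be told apart from other causes: a larval serum protein gene was highest of its driver in 2 of 8 cases. A difference in how heads were taken, with more head muscle and cuticle, may be the source, and it would be technical.

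DptA stood at 727 CPM in glia knockdown replicate 3 and 532 in replicate 2, but at 0.797 in replicate 1, where the glia controls had 1.43 to 20.1. The summed level of the antimicrobial peptide genes in the knockdown was 35.1, 3986 and 4540 CPM. A response to the knockdown in every library does not explain this, given 0.797 CPM in 1 of 3. An infection of the flies of 2 libraries is a candidate explanation that was not tested. Of 14 peptide genes, 11 were higher in the glia-specific knockdown, with a median log2 fold change of 3.42 and 8 at an unadjusted p under 0.05. The limma camera adjusted p was 0.607 (3.9e-06 without knockdown replicate 1). edgeR called 0 of them there, and DESeq2 called 2 upregulated and 1 downregulated. In the neuron-specific knockdown the peptide genes had a median log2 fold change of −0.99 over 9 tested (limma camera adjusted p = 0.0012, fry adjusted p = 0.241). There edgeR called 0 over all genes tested and 2 downregulated adjusted over the list alone. DESeq2 called 2 downregulated (odds ratio 18.9, Fisher's exact test, two-sided, p = 0.00682).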

How the results depend on the processing

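Every alternative here was set before the data were examined, and 0 of the tests in this part were chosen only after the result was seen. The cause of each shift was not tested unless a test is named.

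DESeq2 called 177 genes upregulated and 102 downregulated in the neuron-specific knockdown, where edgeR called 8 and 8, and 467 and 230 in the glia-specific knockdown, where edgeR called 266 and 92. Of the calls in neurons 63.4% were then increases, against 50.0% by edgeR. For the difference between the drivers DESeq2 called 264 and 417 (38.8% higher), against 64 and 245 (20.7% higher). Shared genes rose from 3 and 6 to 43 and 26, and at the relaxed threshold from 59 and 26 to 168 and 78. With DESeq2 r² was 0.842 for the shared downregulated genes, 0.307 for the relaxed upregulated and 0.638 for the relaxed downregulated genes, against 0.996, 0.568 and 0.83. On simulated data DESeq2 recovered more changed genes and called more unchanged ones, so its larger counts may hold both.

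Without the filter on low counts, edgeR called 28 and 21 genes in the neuron-specific knockdown (57.1% higher), 9 shared upregulated genes, and the correlation across all genes was −0.115, against −0.151. With at least 10 counts in every sample this correlation was −0.254, and r² was 0.904 for the shared downregulated genes, 0.162 for the relaxed upregulated and 0.0585 for the relaxed downregulated genes. In one fit of all 12 samples, 15 and 15 genes were called for neurons, 151 were downregulated for glia, 10 were shared upregulated and 50 relaxed shared downregulated, and the correlation across all genes was −0.122. With linear fold changes r² was 0.895 for the shared downregulated, 0.768 for the relaxed upregulated and 0.164 for the relaxed downregulated genes. DESeq2's size factors within edgeR took back the glia call of rdhB and moved counts by at most 1.5 times: 250 and 88 genes for glia, 69 and 249 for the driver difference, 2 and 6 shared and 58 and 25 relaxed shared genes. With 2 shared upregulated genes r² could not be given. Without a threshold on fold change 297 and 123 genes were called for glia.

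The replicate number as a block called 2 and 0 genes for neurons and 165 and 47 for glia, with 1 and 0 shared genes, too few for r², and 16 relaxed shared downregulated genes. The correlation across all genes was then 0.0125, of the opposite sign. Same-numbered libraries did not deviate together (correlations of deviations from −0.146 to 0.139), so the numbers do not pair the samples and a call lost under the block is not a weaker effect.

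The set tests other than camera at 0.01 took back calls of lists whose medians stay the same. With fry in place of camera these were glycolysis (0.59), the TCA cycle (0.31), amino acid metabolism (0.43), ribosome biogenesis (−0.37), cytoplasmic ribosomal proteins (−0.17), ER folding (0.29) and antimicrobial peptides (−0.99) in the neuron-specific knockdown and cytoplasmic ribosomal proteins (0.38) in the glia-specific knockdown. The driver differences of glycolysis (0.61), the TCA cycle (0.65), cytoplasmic ribosomal proteins (−0.55) and translocation (−0.31) lost theirs too. With camera and an estimated inter-gene correlation these 7 neuron lists (0.59, 0.31, 0.43, −0.37, −0.17, 0.29 and −0.99), the glia list (0.38) and the 4 driver differences (0.61, 0.65, −0.55 and −0.31) lost their calls, and so did ribosome biogenesis (0.86), translocation (0.36) and ER folding (0.45) in the glia-specific knockdown and the driver difference of ribosome biogenesis (−1.25).

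Leaving out each library in turn, the counts of genes ranged from 1 to 127 up and 0 to 72 down for neurons, 2 to 411 up and 1 to 265 down for glia, and 17 to 120 higher and 113 to 382 lower for the driver difference. Shared genes ranged from 0 to 22 up and 0 to 12 down, and relaxed shared genes from 8 to 123 up and 7 to 72 down. The r² ranged from 0.769 to 1.00 for shared upregulated and 0.935 to 1.00 for shared downregulated genes in the 5 fits with enough genes, and from 0.213 to 0.704 and 0.723 to 0.961 for the relaxed sets. The correlation across all genes ranged from −0.231 to 0.210 (Pearson) and −0.197 to 0.0749 (Spearman).

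The sign changed with the library left out for ER stress (−0.0355 to 0.0599) and GPI anchor synthesis (−0.0756 to 0.0396) in neurons, and for glycolysis (−0.26 to 0.18), the TCA cycle (−0.46 to 0.0294), UDP-GlcNAc synthesis (−0.0635 to 0.0844) and the circadian clock (−0.0735 to 0.0653) in glia. Among named genes it changed for G6P (−0.14 to 0.18), Pfrx (−0.0572 to 9.9e-05) and w (−0.13 to 0.11) in neurons, and for *PIG-A* (−0.13 to 0.0664), w (−0.16 to 0.12) and y (−0.45 to 0.11) in glia. Other medians moved or changed their calls. In neurons they ranged from 0.42 to 0.72 for glycolysis and 0.10 to 0.40 for the TCA cycle. Amino acid metabolism ranged there from 0.24 to 0.52 and ribosome biogenesis from −0.49 to −0.24. Single neuron fits lost the camera call of cytoplasmic ribosomal proteins (−0.25 to −0.03) and ER folding (0.06 to 0.35). Translocation (0.01 to 0.21) gained a call in neurons without knockdown replicate 3. In glia the ranges were 0.0635 to 0.23 for amino acid metabolism, 0.0515 to 0.12 for ER stress and 0.17 to 0.65 for cytoplasmic ribosomal proteins.

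Of the values of comparisons, 145 leave-out fits gave the same result, 87 moved, 4 reversed and 2 were stronger, and of the other settings 147 were the same, 37 moved, 14 were weaker and 1 reversed. For lists these were 102 the same, 10 reversed, 8 moved, 6 stronger and 6 weaker for leave-outs, and 133 the same, 12 weaker, 2 moved and 1 stronger otherwise. For named genes 241 leave-outs were the same, 145 weaker, 9 stronger and 7 reversed, and 352 other fits were the same, 24 weaker and 14 stronger.

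The limit of this depth is the number of libraries and not of reads. With 3 against 3 the smallest exact p is 0.1, and 3 counts correspond to 0.0941 to 0.145 CPM.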

Differences from the paper's values

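All settings named here were set before the data were examined, and 0 of the tests in this part were chosen only after the result was seen. The paper used DESeq2, which is one of these settings. A count is called near the paper's where neither is more than 1.5 times the other.

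The paper reports 191 upregulated and 104 downregulated genes in the neuron-specific knockdown, where edgeR called 8 and 8. DESeq2 on the deposited counts comes near both values with 177 and 102, and edgeR without neuron knockdown replicate 2 comes near the second with 72. For the glia-specific knockdown the paper reports 493 and 257 genes, where edgeR called 266 and 92. DESeq2 comes near both with 467 and 230. By the same measure one fit of all 12 samples (387), edgeR without glia control replicate 2 (395) and edgeR without glia control replicate 3 (411) come near the first, though lower than the paper's, and edgeR without glia control replicate 3 (265) comes near the second. The authors' deposited tables hold 180 and 100 genes at these thresholds for neurons and 467 and 246 for glia.

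The paper gives, in words and in Fig. 4c (read by eye), about 41 genes upregulated in both knockdowns, where edgeR called 3 and DESeq2 43. The paper gives 23 genes downregulated in both, where edgeR called 6 and DESeq2 26. At the relaxed threshold the paper gives 77 downregulated genes, where edgeR gave 26, DESeq2 78 and edgeR without glia control replicate 3 gave 72. The authors' deposited tables give 40 and 20 shared genes, and 175 and 78 at the relaxed threshold.

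For the r² of genes downregulated in both the paper gives 0.96 and the value here was 0.996. The paper's value lay within the 95% interval of r² without neuron knockdown replicate 2 (0.989), without neuron knockdown replicate 3 (0.935) and, over 5 genes, with at least 10 counts in every sample (0.904, farther from it than 0.996), while DESeq2 gave 0.842 and the authors' deposited tables 0.925. For the genes upregulated in both the paper gives 0.90, where edgeR gave 0.553 over 3 genes, DESeq2 0.704 and the authors' deposited tables 0.808. The paper's value lay within the 95% interval of edgeR's r² without the filter on low counts (0.909 over 9 genes), in one fit of all 12 samples (0.811), without neuron knockdown replicate 2 (0.849) and without glia control replicate 3 (0.989 over 5 genes), and within the wide interval over 3 genes with all libraries and with at least 10 counts in every sample (0.555). At the relaxed threshold the paper gives 0.56 for upregulated genes, where edgeR gave 0.568, DESeq2 0.307 and the authors' deposited tables 0.308, and 0.71 for downregulated genes, where these gave 0.83, 0.638 and 0.452.

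The paper counts 2 components of the TCA cycle as upregulated in the neuron-specific knockdown, without naming them. Whether they are among the genes listed here is not known. Of the 17 listed here 0 were called by edgeR, by DESeq2, under any other setting or in the authors' deposited table.

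Fig. 6 shows Hex-A at about 1.8-fold, read by eye, in the neuron-specific knockdown, where the fold change was 1.13. No setting reached the paper's value: DESeq2 gave 1.14 and leaving out single libraries 1.03 to 1.19, and the authors' deposited table gives 1.14. Hex-C, which Fig. 6 shows without a change, was 1.79-fold higher by edgeR (adjusted p = 0.187) and was called by DESeq2 (adjusted p = 0.00619), and the authors' deposited table gives 1.78.

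The paper states that the major glycolysis enzymes were unchanged in the glia-specific knockdown. edgeR called Ldh there (log2 fold change 0.73, adjusted p = 0.0369), and DESeq2 called Ldh and Pfrx. Both genes are in Fig. 6, and the paper does not say which enzymes it counts as major. The paper states that the top 10 shared genes all changed at least 4-fold, without saying in which driver. By DESeq2 10 of 10 did so in one or both drivers and 8 of 10 in both. The targeted gene *PIG-A* was not called in either knockdown (log2 fold change −0.55, edgeR adjusted p = 0.284, and −0.04, edgeR adjusted p = 0.906).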

Other observations

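The tests of neighbouring genes, vermilion, roX RNAs, clock genes and tissue markers in this part were chosen before the data were examined, and those of chromosome 3 and of yolk protein levels were chosen only after the result was seen. The hypotheses are those of this reanalysis and not of the paper.

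Genes shared by both knockdowns lay close together in the genome. Of 69 genes that DESeq2 called in the same direction in both, 10 had another shared gene within 3 positions. Random sets of tested genes had a median of 2 and at most 12 (permutation test, one-sided, p = 0.0073). Genes called in the neuron-specific knockdown only did so in 19 of 181 cases, near the median of 17 in random sets. Those called only in the glia-specific knockdown did so in 212 of 587, where the median was 167 and 2 of 1000 random sets were as large.

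Of the shared genes 73.9% lay on chromosome 3, against 43.7% of other tested genes (Fisher's exact test, two-sided, p = 5.5e-07), and of edgeR's 9 shared genes 9 did. For genes called in one driver only the shares were 45.9% and 46.2%. These values are consistent with a hypothesis in which a difference in genetic background on chromosome 3 between the RNAi cross and the control cross, and not the loss of *PIG-A*, accounts for part of the shared genes. The absence of mthl8 counts from all 6 knockdown libraries and the neighbouring genes asRNA:CR45873, CG3552 and CG3434 would fit it. Both drivers were crossed to the same stocks, so such a difference would appear in both knockdowns. Chance placement does not account for the concentration, but these values do not show which of the shared genes respond to the loss of *PIG-A*, and rescue or a further RNAi line would. The gene of the marker vermilion, v, lay above every control of its driver in 3 of 6 knockdown libraries, and its log2 fold change was 0.34 in neurons (edgeR adjusted p = 0.619; 0.64 and adjusted p = 0.0148 without knockdown replicate 3) and 0.72 in glia (edgeR adjusted p = 0.3; 1.22 without control replicate 2 and 0.44 without control replicate 3). Whether the marker of the RNAi stock accounts for any shared gene is left open by these values.

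The libraries look like RNA of female heads. Yp1 stood at 19321 to 74234 CPM, Yp2 at 11568 to 45018 and Yp3 at 15762 to 51681, among the most counted genes. Sxl stood at 238 to 349 CPM, which does not bear on sex here, since its splicing was not analysed. The male RNA roX1 stood at 1.47 to 7.46 CPM and roX2 at 0.202 CPM at most. The level of 19321 CPM or more in every library is consistent with female flies, where the methods describe males. A difference in sex between groups does not explain the calls, as the highest roX level was 7.46 CPM. The female markers had a median log2 fold change of 0.68 (limma camera adjusted p = 0.251) in the neuron-specific and 0.62 (limma camera adjusted p = 0.141) in the glia-specific knockdown. The adjusted p was 0.0149 without neuron knockdown replicate 3 and 0.048 without glia control replicate 2. edgeR called 0 of these 4 genes in either knockdown, and 2 upregulated in neurons adjusted over the list alone. DESeq2 called 2 upregulated in neurons (odds ratio 58.9, Fisher's exact test, two-sided, p = 0.00166) and 0 in glia. Yp2 and Yp3 were among DESeq2's 168 relaxed shared upregulated genes (odds ratio 80.0, Fisher's exact test, two-sided, p = 0.000915). Of the male markers 1 was tested, roX1.

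Clock genes of opposite phase, per, tim and vri against Clk and cry, moved apart by 0.81 (log2) in the neuron-specific knockdown (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 can give). A later time of collection of the knockdown heads and a response to the knockdown cannot be told apart here, and tim at 332 CPM in knockdown replicate 3 carried much of the shift. In the glia-specific knockdown the value was −0.16 (exact permutation p = 0.2), of the size of the SD of the controls (0.169), and 3 libraries against 3 are too few to exclude a shift in time of day there. As a list the clock genes had a median log2 fold change of 0.14 in neurons (limma camera adjusted p = 0.314) and −0.02 in glia. Between the drivers the clock genes differed more. The same measure had a mean of −0.81 in the neuron controls and 1.47 in the glia controls. There tim stood at 90.0 to 103 and 491 to 672 CPM. A different time of collection and other differences between the drivers cannot be told apart here. If responses depend on time of day, this could add to the driver differences.

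Tissue from outside the head does not explain the calls as a whole, since markers of the midgut and accessory gland reached at most 2.77 CPM, and with all 6 libraries of a driver 0 of them had enough counts to be tested. Midgut markers were tested in 4 of the glia fits that left out one library, with medians of −7.25 to −2.74. The limma camera adjusted p was 0.0024 without control replicate 3, where 4 were called downregulated adjusted over the list alone, 0.0425 without knockdown replicate 2, and 0.171 and 0.249 without knockdown replicates 1 and 3 (fry adjusted p from 0.147 to 0.699), so a trace of gut in the glia controls is not excluded. The body color gene y rose by 1.21 (log2) in the neuron-specific knockdown without a call (edgeR adjusted p = 0.0957).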
